# ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells

**DOI:** 10.1093/nar/gkv1059

**Published:** 2015-10-19

**Authors:** Zahra Anvar, Marco Cammisa, Vincenzo Riso, Ilaria Baglivo, Harpreet Kukreja, Angela Sparago, Michael Girardot, Shraddha Lad, Italia De Feis, Flavia Cerrato, Claudia Angelini, Robert Feil, Paolo V. Pedone, Giovanna Grimaldi, Andrea Riccio

## Abstract

Imprinting Control Regions (ICRs) need to maintain their parental allele-specific DNA methylation during early embryogenesis despite genome-wide demethylation and subsequent *de novo* methylation. ZFP57 and KAP1 are both required for maintaining the repressive DNA methylation and H3-lysine-9-trimethylation (H3K9me3) at ICRs. *In vitro*, ZFP57 binds a specific hexanucleotide motif that is enriched at its genomic binding sites. We now demonstrate in mouse embryonic stem cells (ESCs) that SNPs disrupting closely-spaced hexanucleotide motifs are associated with lack of ZFP57 binding and H3K9me3 enrichment. Through a transgenic approach in mouse ESCs, we further demonstrate that an ICR fragment containing three ZFP57 motif sequences recapitulates the original methylated or unmethylated status when integrated into the genome at an ectopic position. Mutation of *Zfp57* or the hexanucleotide motifs led to loss of ZFP57 binding and DNA methylation of the transgene. Finally, we identified a sequence variant of the hexanucleotide motif that interacts with ZFP57 both *in vivo* and *in vitro*. The presence of multiple and closely located copies of ZFP57 motif variants emerges as a distinct characteristic that is required for the faithful maintenance of repressive epigenetic marks at ICRs and other ZFP57 binding sites.

## INTRODUCTION

Reprogramming of DNA methylation in early mammalian embryogenesis is a complex process involving a fine balance of methylating and demethylating activities (1). DNA methylation is acquired in oocytes and sperm following different patterns (2). Most of the methylated CpGs established in the gametes are lost in the zygote and during the first cell divisions of the embryo, when cells acquire pluripotency (3,4). This is followed by acquisition of a new methylation landscape during implantation. CpG-rich regions, also known as CpG islands (CGIs), are generally resistant to methylation. About 7% of all CGIs acquire DNA methylation in oocytes, but most of these are demethylated in the blastocyst (3). Despite this genome-wide loss of methylation, a number of sites are maintained methylated in early embryogenesis (2,3). These include the imprinting control regions (ICRs) that are required for the gamete-of-origin-dependent expression of the imprinted genes (5–7). These regions are methylated in the oocyte or sperm (germline-Differentially Methylated Regions, gDMRs) and are maintained methylated on the maternal or paternal allele throughout development (ICRs are demethylated only in primordial germ cells), despite the fact that the majority of them are CpG-rich and correspond to promoters (8). Along with DNA methylation, differential histone modifications are faithfully reproduced at ICRs through cell division, with H3K9me3 and H4K20me3 associated with the DNA methylated allele and H3K4me3 associated with the non-methylated allele (9).

Diverse evidence indicates that the sequence context plays a fundamental role in the determination of the epigenome (10–12). High CpG content is inversely correlated with CpG methylation, likely as a consequence of the binding of zinc finger CxxC domain-containing proteins, such as CFP1 and KDM2A that recognize non-methylated DNA (13). Also, mutation of transcription factor binding sites, such as those of CTCF and SP1, results in increased DNA methylation at the target regions (10,14–16).

Other evidence indicates that factors interacting with methylated DNA contribute to shaping the correct methylation status of the genome as well. Three structural families of methyl–DNA binding proteins (MBPs) with differential recognition of methylated CpGs (mCpG) have been described: mCpG binding domain (MBD), SET and RING finger- associated (SRA) domain and zinc finger (ZFP) (17,18). Although some varying sequence preferences outside of the core mCpG site have been reported for the different MBDs, *in vivo* studies have confirmed that 5-mC is the primary determinant for the genome-wide binding patterns of these proteins and enrichment of binding is correlated with local higher than average DNA methylation density. The SRA domain-containing proteins, including UHRF1, recognize the hemimethylated CpGs that are transiently generated during DNA replication. Differently from the other groups, the ZFPs recognise mCpG within longer specific DNA sequences. This family includes KAISO, ZTB4 and ZBTB38, containing a BTB/POZ protein–protein interaction domain (19); and ZFP57 belonging to the family of Kruppel-associated box (KRAB) domain containing ZFPs (20). Both BTB/POZ and KRAB ZFPs act as chromatin-modulating transcriptional repressors but recruit different chromatin remodelling complexes (19,20).

Loss of the zinc-finger protein ZFP57 or its co-repressor KAP1 (aka Tif1-β or Trim28) results in loss of DNA methylation and H3K9me3 at ICRs in mouse embryos and embryonic stem cells (ESCs), and loss of function of ZFP57 is associated with hypomethylation at multiple imprinted loci and with transient neonatal diabetes in humans (21–25). ZFP57 interacts with the methylated allele of the ICRs where it recruits KAP1 and other associated factors (22,23). The ZFP57 binding sites are enriched of the TGCCGC hexanucleotide motif, and a ZFP57 protein fragment containing two classical Cys_2_His_2_ domains can bind *in vitro* to this DNA motif if methylated (22,26,27). Despite these findings, it remains unclear what are the sequence determinants for ZFP57 binding *in vivo* and how this influences the maintenance of DNA and repressive histone methylation marks at ICRs.

By monitoring the effect of the SNPs present in ESCs derived from intra-specific mouse hybrids, here we investigate the DNA sequence elements required for ZFP57 binding. We identify multiple motif variants that are associated with binding in ESCs and demonstrate that one of these in addition to TGCCGC is able to bind ZFP57 *in vitro*. We also observe that the motif variant sequences are often present in closely spaced clusters at the ZFP57 target sites and that this configuration is necessary for maintaining H3K9me3 at multiple loci. Furthermore, we show that a fragment of the *Snrpn/Snurf* ICR containing three motif sequences is sufficient to maintain the imprinted methylation if integrated at an ectopic locus, while mutation of the motifs resulted in methylation loss. These findings significantly contribute to the structural definition of the mouse ICRs and increase our understanding on the relationship between the genotype and the epigenotype with repressive function.

## MATERIALS AND METHODS

### Cell lines and cu3lture conditions

Wild type (A3 strain) and *Zfp57* -/- (28,29), hybrid JB1 and BJ1 generated from F1 hybrids derived from JF1 x C57Bl/6 (henceforth B6) and B6 x JF1 crosses, respectively (30) and TC-1 (31) ESC lines were cultured under standard feeder-free conditions on gelatinized tissue culture dishes with media containing DMEM (EuroClone ECM0101L) supplemented with 2-mercaptoethanol, non-essential amino acids, sodium pyruvate, 10% fetal calf serum (A3 and *Zfp57* -/-) or 15% fetal calf serum (JB1, BJ1 and TC-1), and leukemia inhibitory factor (LIF) at 37°C under an atmosphere of 5% CO_2_. The culture medium of TC-1 cells was supplied with 25 μg/ml hygromycin B as described by Feng *et al*. (31).

### Chromatin immunoprecipitation (ChIP)

ChIP for the analysis of ZFP57 and KAP1 binding and H3K9me3 was performed on formaldehyde cross-linked chromatin isolated from cells grown on 10 cm dishes to ∼80% confluency. Briefly, the cells were detached by adding 0.05% trypsin at 37°C for 3 min. Formaldehyde was added to the cells resuspended in Phosphate buffered saline (PBS) at a final concentration of 1% and the cells were incubated at room temperature for 15 min with shaking. The reaction was stopped by addition of glycine to a final concentration of 0.125 M. Approximately 3 × 10^7^ cells were washed twice in ice-cold PBS, centrifuged and resuspended in lysis buffer 1 (50 mM HEPES pH 8, 10 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP-40 and 0.25% Triton X-100) for 90 min at 4°C. Isolated nuclei were lysed in lysis buffer 2 (10 mM Tris–HCl pH 8.0, 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA) for 60 min at 4°C. The chromatin was sheared in sonication buffer (10 mM Tris–HCl pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate and 0.5% N-lauroylsarcosine) to an average size of 100–400 bp using the S220 Focused-ultrasonicators (Covaris).

For each IP, 100 μg of sonicated chromatin were diluted in a final volume of 600 μl with sonication buffer and pre-cleared with 30 μl protein A/G agarose beads (SantaCruz) for 4 h at 4°C on a rotating wheel. Anti-ZFP57 antibody (8 μg, Abcam ab45341), anti-KAP1 antibody (7 μg, Abcam ab10483) and anti-Histone H3K9me3 (7 μg, Abcam 8898) or rabbit IgG were added to the pre-cleared chromatin and incubated overnight at 4°C on a rotating wheel. Chromatin was precipitated with 30 μl protein A/G agarose beads for 4 h at 4°C with rotation. The beads were then washed five times with 500 μl RIPA buffer (10 mM Tris–HCl pH 8.0, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 1% Triton X-100and 0.1% SDS) and once with each of the following buffers: WASH buffer (50 mM HEPES, 0.5% sodium deoxycholate, 1% Triton X-100, 1 mM EDTA, 500 mM NaCl and 0.2% NaN3), LiCl buffer (0.25 M LiCl, 0.5% NP-40, 0.5% sodium deoxycholate, 1 mM EDTA and 10 mM Tris pH 8) and TE buffer (10 mM Tris pH 8, 1 mM EDTA). The bound chromatin was eluted in 100 μl TE buffer. Crosslinks were reversed by incubation O/N at 65°C after addition of 1 μl RNAse cocktail (Ambion) and 2 h at 50°C after addition of 2.5 μl SDS 20% + 2.5 μl 20 mg/ml proteinase K (Sigma). The DNA was extracted by using the QIAquick Gel Extraction Kit (Qiagen). Immunoprecipitated or 1% input DNAs were analysed by real-time PCR using SBYRGreen PCR Master Mix (Bio-Rad) on a C1000 Thermal Cycler (Bio-Rad). Each reaction was performed in triplicate and all presented results are representative of experiments performed at least twice. Primers are listed in Supplementary Table S1.

### ChIP-Seq analyses

Two nanograms of DNA from immunoprecipitated and input chromatin were used for Illumina library preparation. Libraries were generated and sequenced at IGA Technology Services (Italy), by using the NuGen Ovation Ultralow Library System v2 Kit and 50 bp single-end sequencing on the Illumina HiSeq2500 platform. Sequence reads were processed by adaptor trimming (Illumina Pipeline Casava 1.8.2) and filtering for low quality reads (Trim Galore) and subjected to quality control (FastQC). Reads were aligned to the *Mus musculus* genome (assembly NCBI37/mm9) using the Bowtie algorithm (32). Mapped reads were normalized to reads per million (RPM) using BEDtools and SAMtools and displayed on the UCSC genome browser. Peaks were defined using the MACS algorithm (33) with *P*-values below 1.0 × 10^−5^.

The allele specificity was assessed by mapping the pooled ZFP57/KAP1 reads against the B6 genome (NCBI37/mm9) and the JF1 genome (built using a Python custom script that takes into consideration the SNP data set from NIG Mouse Genome database (34)) individually and not allowing mismatches (Bowtie option –v 0). Duplicate reads and reads overlapping insertion or deletion were removed. We defined as informative reads (IR) those overlapping SNPs in both genomes and allele specific reads ASR^B6^ and ASR^JF1^ the reads matching the SNPs in the B6 and JF1 genomes, respectively. To take into consideration the mapping bias, the same pool of reads were processed in the same manner but allowing up to three mismatches (Bowtie option –v 3) to define the informative control reads (IR_C_) and the allele-specific control reads (ASR_C_^B6^, ASR_C_^JF1^). We excluded the ZFP57 peaks found in the sex chromosomes (hybrid ESC lines were male) and considered the ZFP57 peaks with IR and IR_C_ ≥ 5 in both cell lines. We calculated for each peak the percentage of allelic specific reads *x* = (ASR^B6^ / (ASR^B6^ + ASR^JF1^)) × 100 and the percentage of allelic specific control reads *j* = (ASR_C_^B6^ / (ASR_C_^B6^ + ASR_C_^JF1^)) × 100. We calculated the average (}{}$\bar j$) of the distribution of *j* values and its standard deviation (σ). With Y = }{}$\bar j$ ± 3σ, we defined the range of bi-allelicity. By taking into consideration the results of both JB1 and BJ1 cell lines, we considered the peaks having ((*x*^JB1^ ∈ Y^JB1^) & (*x*^BJ1^ ∈ Y^BJ1^)) as bi-allelic and the peaks with ((*x*^JB1^ ∉ Y^JB1^) and (*x*^BJ1^ ∉ Y^BJ1^)) as mono-allelic; discordant peaks were discarded. To assign a value to measure monoallelicity we created a scoring system that takes into account the results obtained in both reciprocal cell lines. Combined JB1–BJ1 allelic score }{}${\rm S} = ((|\bar j^{{\rm JB}1} - x^{{\rm JB}1} | + |\bar j^{{\rm BJ}1} - x^{{\rm BJ}1} |))/2$.

### Allele-specific ChIP

ZFP57 binding and H3K9me3 enrichment on the JF1 and B6 alleles of selected loci was determined by typing the immunoprecipitated DNA for SNPs present between the two parental genomes. Input and immunoprecipitated DNAs were amplified by PCR using primers flanking the SNP in both JB1 and BJ1 ESCs. Primers are listed in Supplementary Table S1. The amplification products were sequenced (PRIMM, Italy) and the ratio between B6-specific and JF1-specific DNAs was determined from the electropherogram.

### Gene transfer experiments

The 477 bp fragment of the *Snrpn/Snurf* ICR (mm9, Chr7:67,149,603–67,150,079) was obtained from the genome of *M. m. domesticus* (strain 129P2) by PCR amplification (Primers Snrpn1For1/Snrpn1Rev1 or Snrpn1For2/Snrpn1Rev3, Supplementary Table S1). The fragment was cloned into the plasmids pCpGfree–vitroBmcs (InvivoGen) and pL1–promoter–1L (a kind gift of D. Schübeler) and verified by DNA sequencing (PRIMM). C > A substitutions were introduced individually into the CpG of the three TGCCGC motif sequences by PCR-mediated site directed mutagenesis (35). Briefly, the procedure consisted in three PCR amplification reactions. In the first two reactions, two sub-fragments of the 477-bp sequence were generated by using a flanking WT primer and an internal mutant primer including the C > A substitution. In the third PCR reaction, the two sub-fragments were combined and used as template to generate a full-length mutant fragment with the flanking WT primers. The same procedure was used to add sequentially the second and third mutations to the fragment containing the first mutation. The fragments with single motif mutations were inserted into pCpGfree–vitroBmcs while the fragment with all three mutant motif sequences was inserted into both pCpGfree–vitroBmcs and pL1–promoter–1L. Primers are listed in Supplementary Table S1.

Prior to transfection, the recombinant pCpGfree–vitroBmcs or the recombinant pL1–promoter–1L plasmids were methylated *in vitro* by using the CpG Methyltransferase *M.Sss*1 (BioLabs). Either 4 μg DNA were incubated with 20 u of enzyme in a total volume of 50 μl or 100 μg DNA with 90 u of enzyme in a total volume of 1 ml, as described (36). In both cases, reactions were performed at 37°C for 4 h in the presence of 160 μM S–adenosylmethionine (SAM).

Gene transfers into cultured ESCs were performed by nucleofection, using the Amaxa Nucleofector 2b device (Lonza) with the specific program A-023 and the Mouse ES Cell Amaxa Nucleofector® Kit VPH-1001. About 2 × 10^6^ wild type (WT) or *Zfp57* -/- ESCs were nucleofected with 2 μg linearized recombinant pCpGfree–vitroBmcs. Cre–RMCE targeting was performed as described (36). Briefly, TC-1 cells were cultured for 15 days in the presence of 25 μg/ml hygromycin B prior to transfection; then 4 × 10^6^ cells were nucleofected with 25 μg recombinant pL1–promoter–1L and 15 μg plC–Cre (a kind gift of D. Schübeler). Selection was started 48 h after nucleofection with 8 μg/ml Blasticidin (Invitrogen) for the transfections of the recombinant pCpGfree–vitroBmcs plasmids and 3 μM Ganciclovir for the Cre–RMCE targeting. Successful integration of the *Snrpn/Snurf* ICR transgenes was verified by PCR amplification.

### Methylation analysis

Genomic DNA (2 μg) was bisulfite-converted with the EpiTect Bisulfite Kit (QIAGEN). The regions of interest were amplified by PCR. The methylation status was studied with three methods: bisulfite sequencing of individual clones, direct bisulfite sequencing and COBRA (Combined Bisulfite Restriction Analysis). For the first method, PCR products were cloned into the TOPO TA cloning vector (Invitrogen) and individual clones isolated and sequenced (PRIMM). DNA sequences were analysed by using the Chromas Lite 2.1.1 (Technelysium) program. Direct bisulfite sequencing was obtained by direct sequencing of the bisulfite-treated and PCR-amplified genomic DNA. COBRA was performed as already described (22). Briefly, the amplified DNA fragments (primers pCGfBmcsF and pCGfBmcsR for the recombinant pCpGfree–vitroBmcs plasmids and TOPL1pBF1 and TOPL1pBR1 for the RMCE system) were radiolabeled (α^32^ P-dCTP) and digested with a restriction enzyme (*Mlu*I or *Hha*I) containing a CpG in its recognition site. Digested fragments were resolved on a non-denaturing PAGE gel. Methylation level was determined by estimating the relative amount of digested and undigested fragments by using the PhoshorImager and ImageQuant software (PerkinElmer). Primers are listed in Supplementary Table S1.

### Protein expression and purification, Electrophoretic mobility shift assay (EMSA)

The DNA fragment encoding the region from Glu87–Ala195 residues of mouse ZFP57 was cloned into the expression vector pMalC2x. The plasmid was used to express mouse ZFP57 fused to the maltose binding protein (MBP) in *E. coli* Bl21. The protein was purified according to the manufacturer's protocol (NEB). For EMSA, 25 pmoles of purified protein were incubated on ice for 10 min with 2.5 pmoles of methylated or unmethylated double-stranded oligonucleotides (sequences reported in Supplementary Table S1) in the presence of 25 mM HEPES pH 7.9, 50 mM KCl, 6.25 mM MgCl_2_, 5% glycerol. After incubation, the mixture was loaded onto a 5% polyacrylamide gel and run in 0.5% TBE (200 V for 75 min). The gels were then stained with SYBR Green (Invitrogen). Competition experiments were performed by using a 5′-FAM (caroxyfluorescein)-labeled double-stranded oligonucleotide containing the 5′-TGCCGC-3′ hexamer (22) as probe and adding unlabelled competitors to the reaction mixture. All gels were imaged with a Typhoon Trio++ scanner (GE Healthcare). Probes are listed in Supplementary Table S1.

### Gene expression analysis

For allele-specific expression analysis, 1 μg of total RNA from cells JB1 and BJ1 ESCs was retrotranscribed by using the QuantiTect Reverse Transcription Kit (Qiagen), according to the protocol of the manufacturer. DNA and cDNA were amplified by PCR (conditions available upon request) in transcribed regions including al least one SNP. The amplification products were sequenced (Eurofins Genomics) over the SNPs and the allele-specific expression was estimated from the ratio between B6-specific and JF1-specific nucleotides in the cDNA electropherogram. Genomic DNA was used as control. DNA sequences were visualised by using SnapGene viewer. Primers are listed in Supplementary Table S1.

## RESULTS

### Allele-specific binding of ZFP57 in mouse ESCs

We took advantage of the high number of SNPs that are present between the genomes of different sub-species of *Mus musculus* to identify the sequence determinants for ZFP57 binding in cultured cells. In particular, we compared the binding profiles of ZFP57 in the genomes of the Japanese fancy mouse 1 (*Mus musculus molossinus* strain JF1) and *Mus musculus domesticus* strain B6 that differ for >10 million SNPs (34). In order to directly compare the binding capability of both these genomes, we used two lines of mouse ESCs (JB1 and BJ1) generated from F1 hybrids derived from JF1 x B6 and B6 x JF1 crosses, respectively (30). 

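JB1 and BJ1 are male mouse ESC lines that carry the same pair of genomes with the parents exchanged. JB1 has a JF1 mother and a B6 father, and BJ1 has a B6 mother and a JF1 father, so that binding that follows the parent of origin changes strain between the lines, whereas binding that follows the sequence stays on the same strain. Chromatin of each line was precipitated by the authors with an antibody against the zinc-finger protein ZFP57 and with an antibody against its co-repressor KAP1, and was sequenced as 50 bp single-end reads, with 1 library per line and antibody and an input library per line. The methods of the paper give 15% serum for the culture medium of these lines, whereas the sample labels give 1%. The authors trimmed the reads, aligned them with Bowtie to the B6 reference genome (assembly NCBI37/mm9) and deposited a separate peak list for each ChIP library. Each list gives the chromosome, start and end of every peak and no height, fold enrichment or *P*-value, so that peaks were compared here by position and by width. The lists give no read totals either, and the depth behind each of them is unknown. The input libraries were not used here. The ZFP57 list held 10667 peaks in JB1, which covered 6.87 Mb, and 1318 peaks in BJ1, which covered 0.915 Mb, with a median width of 450 bp in both lines. The KAP1 list held 38713 peaks in JB1 (35.6 Mb) and 72535 peaks in BJ1 (57.7 Mb), with a median width of 600 bp in both lines. All peaks started and ended on a grid of 150 bp windows, and the narrowest peak of every list was 300 bp. In JB1, the 5 widest ZFP57 peaks were all on chromosome X and measured between 45300 and 74700 bp, whereas those of BJ1 were on chromosomes 8 and X and measured between 26400 and 58650 bp. Peaks that shared at least 1 bp were counted as overlapping. As there is no replicate of any library, no difference between the lines could be set against replicate error, and the number of overlaps was described against 1000 random circular shifts of the peaks along their chromosomes.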

The binding of ZFP57 and KAP1 was determined by ChIP-seq in both JB1 and BJ1 ESCs (Figure 1A). The reads were first mapped against the B6 reference genome by allowing up to two mismatches/read. Peaks were called by using the MACS algorithm (33). Candidate peaks with *P*-values below 1.0 × 10^−5^ were called. 

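When the ZFP57 peaks of JB1 and BJ1 were merged wherever they overlapped, 541 regions held a ZFP57 peak of each line and overlapped a KAP1 peak of each line. The random shifts of the BJ1 ZFP57 peaks left 4.2 such regions on average and 41 at most. Counted as individual peaks in place of merged regions, they were 545 ZFP57 peaks of JB1 and 543 ZFP57 peaks of BJ1. The alternative that moved this number most was a stricter threshold that kept only the widest 50% of each list, with which 365 regions were left. A KAP1 peak of the same line was present at 60.5% of the JB1 ZFP57 peaks (6450 of 10667, exact Clopper-Pearson 95% confidence interval 59.5–61.4%) and at 55.7% of the BJ1 ZFP57 peaks (734 of 1318, 53.0–58.4%), compared with 2.18% and 3.78% on average after the shifts. Of the JB1 ZFP57 peaks, 5.4% (576, 4.98–5.85%) were found in BJ1, and of the BJ1 ZFP57 peaks, 43.6% (574, 40.9–46.3%) were found in JB1. Presence in the other line and presence of KAP1 went together within each list. In JB1, KAP1 of the same line was present at 95.1% of the ZFP57 peaks found in BJ1 and at 58.5% of those not found. In BJ1, it was present at 96.5% of the ZFP57 peaks found in JB1 and at 24.2% of those not found. Peaks within a list are not independent replicates, and the intervals cover counting error only.

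**Figure D1:**
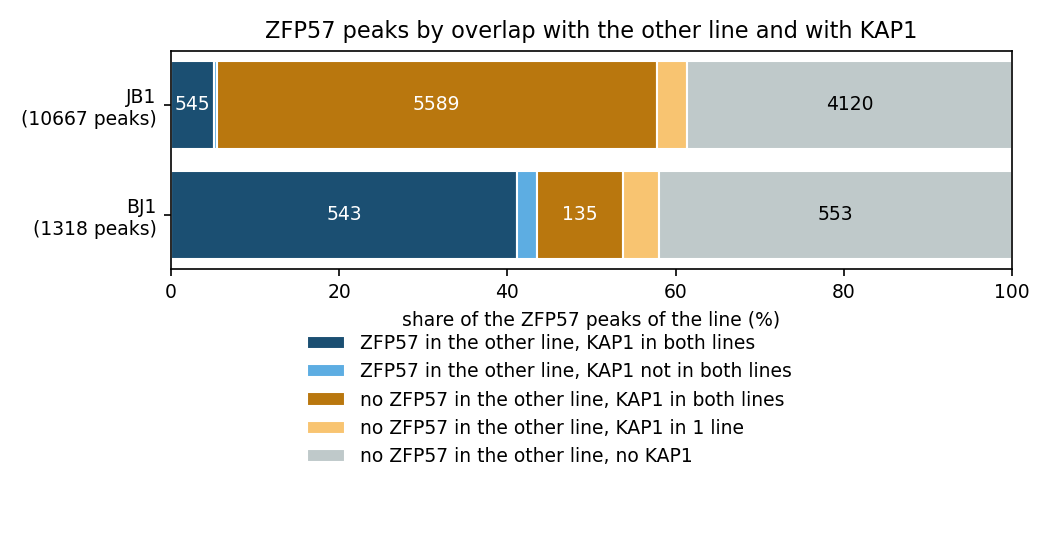
Share of the ZFP57 peaks of JB1 and of BJ1 (percent, with the number of peaks in the larger classes) by presence of an overlapping ZFP57 peak in the other line and of KAP1 peaks. The class found in the other line with KAP1 in both lines held 545 peaks in JB1 and 543 in BJ1, and the largest JB1 class, with 5589 peaks, had KAP1 in both lines but no ZFP57 peak in BJ1.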

545 ZFP57 precipitation peaks that coincided with KAP1 binding sites and were present in both reciprocal cell lines were identified (Supplementary Table S2). 

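The read numbers per peak used for the allele-specific analysis are those of the paper's Supplementary Table S2. For these, the authors mapped the reads of each line without mismatch to a B6 and a JF1 genome, removed duplicate reads and reads over insertions or deletions, and counted the reads that carry the B6 or the JF1 base at a SNP. The table gives the ZFP57 and KAP1 reads of a line as a single sum. Over all 545 peaks, there were 8821 informative reads in JB1 and 13637 in BJ1, and at least 1 such read at 237 peaks in JB1 and at 246 peaks in BJ1. As a control for mapping bias, the authors counted the same reads with up to 3 mismatches allowed, so that a read of either strain could map to both genomes. The share of B6 reads is given here as *x* for the reads mapped without mismatch and as *j* for the control reads. As a single ZFP57 library and a single KAP1 library were pooled per line, the confidence intervals of *x* cover counting error only, and a test of JB1 against BJ1 compares these libraries.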

To increase power and have information on the allele-specific binding of the ZFP57–KAP1 complex, we pooled the ZFP57- and KAP1-specific reads. For the analysis of allele-specificity, the combined reads were mapped against the B6 and JF1 genomes individually. 

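Of the tabulated peaks, 22 were on the sex chromosomes and 523 on autosomes. Fewer than 5 informative or control reads in at least 1 line were found at 335 of the autosomal peaks, 282 of which had no informative read in either line. The remaining 188 peaks held 7556 informative reads in JB1, with a median of 25.5 per peak, and 11736 in BJ1, with a median of 40 per peak. Fewer than 10 informative reads were present at 31 of these peaks in JB1 and at 10 in BJ1.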

We excluded the ZFP57 peaks found in sex chromosomes (hybrid ESC lines were male) and those covered by insufficient number of reads overlapping SNPs (informative reads, IR) in one or both cell lines. 

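Over the 188 peaks, *j* was 51.3% ± 6.01 (SD over peaks) in JB1 and 50.9% ± 5.23 in BJ1. The mean ± 3 SD set the range of bi-allelic binding at 33.2–69.3% B6 reads in JB1 and at 35.2–66.6% in BJ1. The allelic score S was computed with the formula of the methods, as the mean over both lines of the distance between *x* and the mean of *j*. On this scale, S was at most 16.2 at the peaks with *x* inside the range in both lines, and at least 17.5 at the peaks with *x* outside the range in both lines.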

ZFP57 peaks with IR equally distributed between the B6 and JF1 genomes in both cell lines (allelic score S ≤ 26, see Methods section for details) were considered bi-allelic, while the peaks with biased distribution (S ≥ 27) were considered mono-allelic (Supplementary Table S2). Discordant peaks between the two cell lines were discarded. 

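At 37 of the 188 peaks, *x* was outside the range in a single line, which was JB1 at 18 peaks and BJ1 at 19. These peaks had a median of 18 informative reads in JB1 and 22 in BJ1. Only 4 of them, *Snrpn*, *Mest* and a peak each at *H19* and *Meg3*, had a share of B6 reads that differed between JB1 and BJ1 in Fisher's exact test (two-sided, Benjamini-Hochberg adjusted p under 0.05 over the 188 peaks), whereas at 27 of them the unadjusted p of this test was 0.05 or more.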

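With the ranges set by the control reads, *x* was inside the range in both lines at 64 peaks and outside it in both lines at 87 peaks, and all 151 were placed in the class that Supplementary Table S3 gives. The median of *x* over the bi-allelic peaks was 52.2% in JB1 and 50.0% in BJ1. The alternative that moved the number of bi-allelic peaks most was a range of the mean ± 2 SD, with which 38 peaks were bi-allelic and 105 mono-allelic. When at least 10 informative reads were required, 56 bi-allelic and 73 mono-allelic peaks were left. An exact binomial test of the reads of each peak against the mean of *j*, with Benjamini-Hochberg adjustment, gave 88 bi-allelic and 69 mono-allelic peaks, and 60 of the 64 bi-allelic peaks were the same as with the range. In data simulated with the read numbers of the 188 peaks and near-equal binding at all bi-allelic peaks, the range recovered 84.1% of these. It called 1.55% of them mono-allelic.

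**Figure D2:**
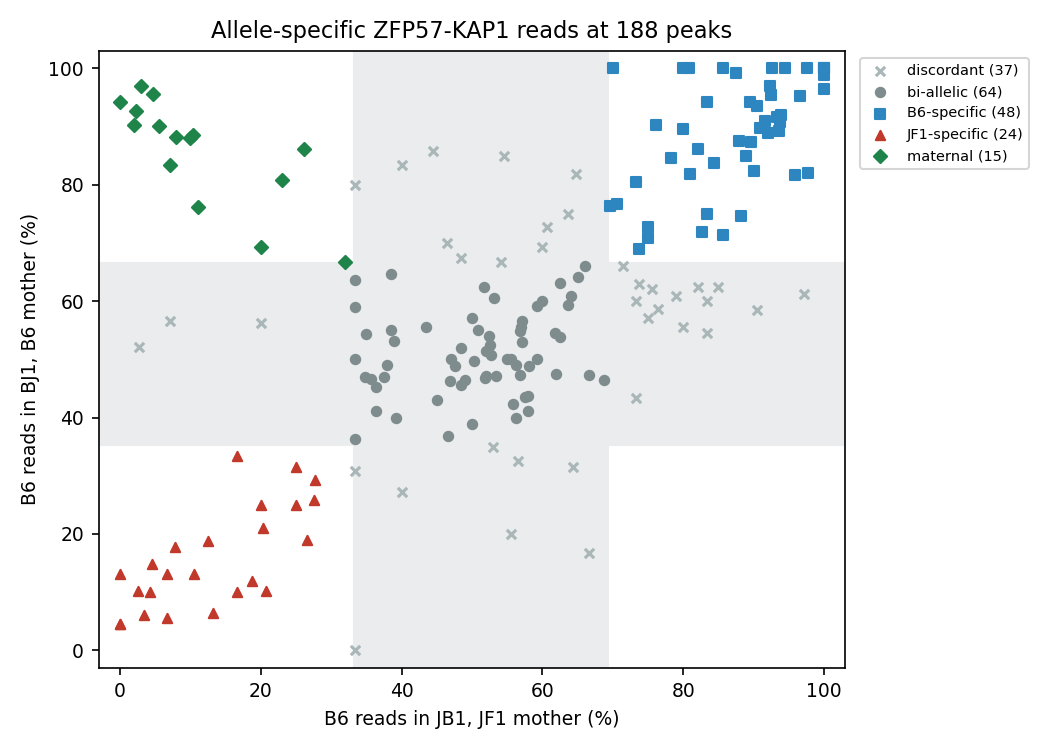
Percentage of B6 reads (*x*) in JB1 on the horizontal axis and in BJ1 on the vertical axis for the 188 autosomal peaks with enough reads, each point a peak coloured by class, with the ranges of bi-allelic binding shaded. The bi-allelic peaks lie inside both ranges (33.2–69.3% and 35.2–66.6%), the strain-specific peaks on the same side of both ranges, and the maternal peaks low in JB1 and high in BJ1.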

The results of this analysis (Supplementary Table S3) produced a list of 151 informative peaks of which 64 bi-allelic (Figure 1A and example in 1B) and 87 mono-allelic sites (Figure 1A, and examples in Figure 1C–E). 

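At 15 of the mono-allelic peaks, the allele of the mother was the one precipitated in each line. The median of *x* at these peaks was 8.00% in JB1, with a range of 0–31.9%, and 88.1% in BJ1, with a range of 66.7–97.0%. They had a median of 25 informative reads in JB1 and 59 in BJ1. As a direct test of the change between the lines, the B6 and JF1 reads of JB1 were compared with those of BJ1 by Fisher's exact test (two-sided) at each of the 188 peaks, with Benjamini-Hochberg adjustment over these. The adjusted p was under 0.05 at 19 peaks, 14 of which were among the 15. In this exact test, the smallest adjusted p was 1.46e-31 at *Commd1*, and the exception was *Gm16083* (2 of 10 reads from B6 in JB1 and 9 of 13 in BJ1, adjusted p = 0.242). The 5 other peaks were *Snrpn*, *Mest*, *H19_2*, *Meg3_2* and *Dusp27*. The alternative that moved this number most was the use of the control reads, with which no peak passed the adjusted threshold and 1 had an unadjusted p under 0.05. In the simulated data, where all peaks that followed the parental origin had the same strong bias, the test called 84.5% of them. By counting error alone, 0.927 of the 188 peaks would have fallen into the maternal class if all were bound equally on both alleles.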

The mono-allelic sites included 15 peaks corresponding to 14 loci following the parental origin rather than the sequence, being mapped to the JF1 genome only in JB1 and to the B6 genome only in BJ1 (example in Figure 1C). Among these, the 12 loci with the most strongly biased distribution (S > 42.5) corresponded to known ICRs for which ZFP57–KAP1 binding had been described previously (22). 

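The 13 peaks at these ICRs were *Gpr1*, *Blcap*, *Peg10*, *Herc3*, *Peg3_1*, *Peg3_2*, *Kcnq1*, *Plagl1*, *Grb10*, *Commd1*, *Trappc9* (the ICR of *Peg13*), *Igf2r* and *Impact*. On the scale of the formula of the methods, S ranged from 29.1 at *Peg10* to 47.2 at *Grb10*. The strongest bias with many reads was at *Peg3_1* (chromosome 7, 6681751–6682500, in an intron of *Peg3*), with 1 of 33 reads from the paternal B6 allele in JB1 and 97 of 100 reads from the maternal B6 allele in BJ1. At *Grb10* (chromosome 11, 11925901–11926500, over a UTR of the gene), 0 of 8 reads in JB1 and 16 of 17 reads in BJ1 were from B6, and a count of 0 of 8 still allows a share of up to 36.9% (Clopper-Pearson). *Peg10* (chromosome 6, 4697701–4698300, intron) had 3 of 13 reads from B6 in JB1 and 38 of 47 in BJ1, and was no longer called in the binomial test of the reads against the mean of *j*.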

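The *Gm16083* and *Kcnk2* peaks are both on chromosome 1 and had the lowest S of the maternal class. At *Gm16083*, the ZFP57 peak was at 132435451–132435900 in JB1 and at 132435601–132436050 in BJ1, under a KAP1 peak of 1350 bp in JB1 and of 1800 bp in BJ1. Of its informative reads, 20.0% were from B6 in JB1 (2 of 10, Clopper-Pearson 95% confidence interval 2.52–55.6%) and 69.2% in BJ1 (9 of 13, 38.6–90.9%), so that S was 24.8 and the 2 intervals overlapped. At *Kcnk2*, the ZFP57 peak was at 190966351–190966950 in both lines, under KAP1 peaks of 1050 and 1200 bp. Here, 31.9% of the reads were from B6 in JB1 (23 of 72, 21.4–44.0%) and 66.7% in BJ1 (110 of 165, 58.9–73.8%), and S was 17.5. The change between the lines at *Kcnk2* passed Fisher's exact test (two-sided, adjusted p = 1.52e-05). The *Gm16083* peak contains 1 TGCCGC and no GGCCGC, whereas the *Kcnk2* peak contains 1 of each, with their starts 28 bp apart.

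**Figure D3:**
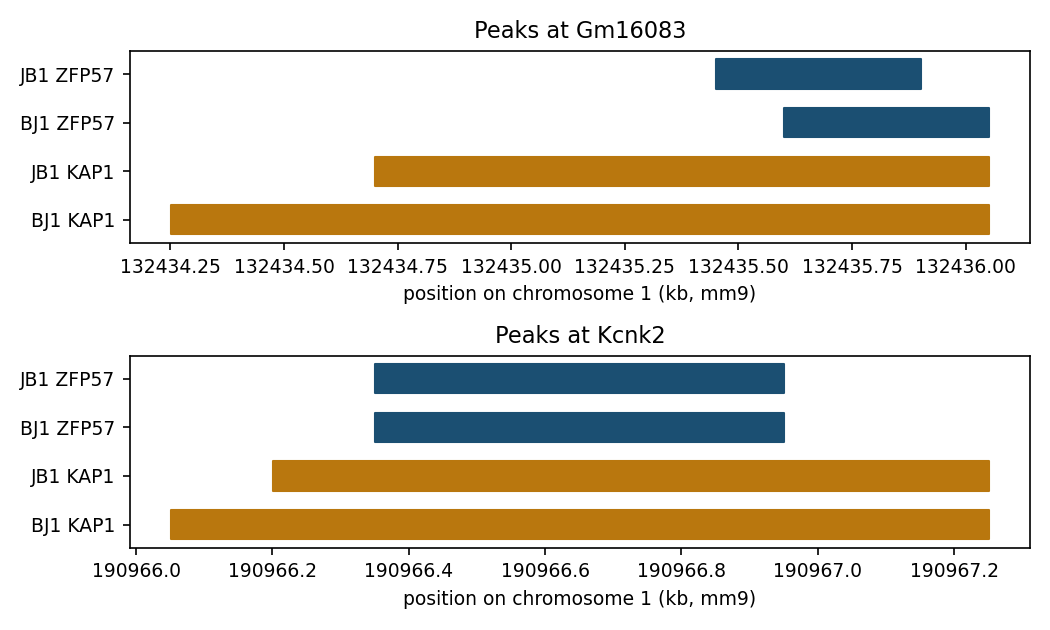
Map of the *Gm16083* and *Kcnk2* regions of chromosome 1 (position in kb of mm9 on the horizontal axis) with the ZFP57 and KAP1 peaks of JB1 and BJ1. At both sites, the ZFP57 peaks of 450 and 600 bp lie inside wider KAP1 peaks of the same line.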

Another couple of sites (*Gm16083* and *Kcnk2*) for which the imprinting status was unknown showed moderately a biased distribution (S = 40 and S = 27, respectively) with preferential precipitation of the maternal allele (Supplementary Table S3). These sites are relatively distant from the annotated UCSC genes (>37 Kb from the 3′-end and >90 Kb from the 5′-end of the closest gene). 

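In the GENCODE M1 annotation of mm9, the *Gm16083* peak lies in an intron of the lincRNA gene *Gm16083*. The closest protein-coding gene is *Zp3r*, whose 3′ end is 37.4 kb and whose 5′ end is 90.3 kb from the peak. The *Kcnk2* peak is intergenic and lies 64.9 kb from the 3′ end and 201 kb from the 5′ end of *Kcnk2*, which is the closest gene of any type. Of all 545 peaks, 317 were intergenic (58.2%, Clopper-Pearson 95% confidence interval 53.9–62.3%), 129 were in introns, 73 overlapped a coding sequence, 11 a UTR and 15 another exon.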

We analysed the allele-specific expression of *Zp3r* that is the closest gene to the ZFP57 site named *Gm16083* (S = 40). Expression was found mono-allelic but B6-specific in both JB1 and BJ1 cell lines, ruling out the imprinted expression of this gene in mouse ESCs (Supplementary Figure S1). Another 72 peaks were mouse strain-specific. Of these, 24 were JF1-specific (Figure 1A and example in Figure 1D) and 48 were B6-specific (Figure 1A and example in Figure 1E) in both the reciprocal crosses. 

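The B6-specific peaks had a median *x* of 89.2% in JB1 and 90.0% in BJ1, and the JF1-specific peaks of 12.9% and 13.1%, respectively, so that the change of parent left the share in place. Fisher's exact test (two-sided) found a difference between JB1 and BJ1 at only 1 of the 72 peaks, *Dusp27*, where the same allele was preferred in both lines (adjusted p = 0.0296). If all 188 peaks were bound equally on both alleles, counting error alone would have put 1.89 of them into these 2 classes. With the binomial test in place of the range, 35 of the 48 B6-specific and 18 of the 24 JF1-specific peaks were called again. The control reads averaged 55.1% from B6 in JB1 and 53.7% in BJ1 at the B6-specific peaks. At the JF1-specific peaks, they averaged 47.5% and 48.5%, respectively. How far mapping bias adds to these classes was not tested. The reference genome is the B6 genome, and its sequence held 2.67 ± 2.50 TGCCGC motifs (SD over 48 peaks) in the B6-specific peaks and 1.38 ± 0.970 (SD over 24 peaks) in the JF1-specific peaks, a difference of 1.29 (permutation test, two-sided, p = 0.0043). Peaks in which a motif differs between the strains are in both groups, so that part of this difference follows from counting in the B6 sequence. The difference is not shown to hold beyond the loci where SNPs alter the motif. For the strain-specific loci, the paper proposes that SNPs interfered with ZFP57 binding on either genome.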

The allele-specific binding of ZFP57 was validated at several of these sites (33 ≤ S ≤ 62) by locus-specific ChIP (Supplementary Figure S2). At these loci, it is likely that one or more SNPs interfered with ZFP57 binding either on the JF1 or the B6 genome. Conversely, the SNPs did not interfere with ZFP57 binding at the sites showing bi-allelic enrichment. In conclusion, this approach provided a list of DNA sequence changes that were permissive and a list of changes that were non-permissive for ZFP57 binding.

**Figure 1.**
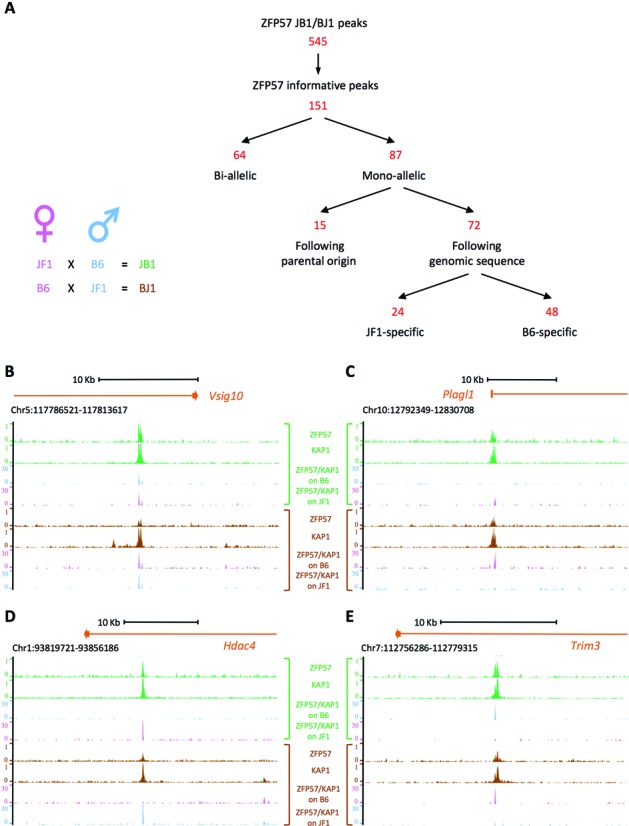
Genome-wide allele-specific analysis of ZFP57 binding. (**A**) Left, the hybrid ESC lines derived from reciprocal crosses between JF1 and B6 mouse strains. Right, strategy used for the identification of allele-specific binding of ZFP57. (**B–E**) Screen shots from the UCSC genome browser describing examples of bi-allelic binding (**B**) and parental origin-specific (**C**), JF1 strain-specific (**D**) and B6 strain-specific (**E**) monoallelic ZFP57 binding as analysed by ChIP-seq. Tracks showing the genomic ZFP57 and KAP1 binding profiles in JB1 (green) and BJ1 (brown) ESCs, and the B6-specific and JF1-specific ZFP57-KAP1 reads (pink if derived from the maternal allele, blue if derived from the paternal allele) obtained in either JB1 and BJ1 ESCs.

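At *Vsig10* (chromosome 5, 117798751–117799650 in JB1, over an exon), 49.0% of the reads were from B6 in JB1 (25 of 51, Clopper-Pearson 95% confidence interval 34.8–63.4%) and 46.5% in BJ1 (33 of 71, 34.5–58.7%). At *Plagl1* (chromosome 10, 12810301–12811350 in both lines, over a UTR), the share of B6 reads was 2 of 25 in JB1 (0.984–26.0%) and 52 of 59 in BJ1 (77.1–95.1%). At *Hdac4* (chromosome 1, 93836851–93837600 in both lines, in an intron), 0 of 41 reads were from B6 in JB1, which allows a share of up to 8.60% (Clopper-Pearson), and 3 of 65 in BJ1 (0.962–12.9%). At *Trim3* (chromosome 7, 112767151–112768050 in JB1, over a coding sequence), 23 of 25 reads were from B6 in JB1 (74.0–99%) and 24 of 27 in BJ1 (70.8–97.6%). Each of these ZFP57 peaks overlapped a KAP1 peak of the same line, between 1050 and 1500 bp wide.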

### Sequence determinants for ZFP57 binding in mouse ESCs

In order to identify the DNA sequence determinants for ZFP57 binding at the loci that show genotype-specific binding, we compared the strings surrounding (± 5 bp) the SNPs of the permissive alleles with the strings of the non-permissive alleles (Supplementary Table S4). We used the MEME suite (37) to look for recurrent motifs in the permissive alleles relative to the non-permissive alleles. The identified logo (E-value = 4.3 × 10^−13^) includes as nucleotides with the maximum likelihood ratio the TGCCGC motif identified by comparing the ZFP57 binding sites in mouse ESCs (22), demonstrating that this sequence is the main determinant of ZFP57 binding *in vivo* (Figure 2A). We observed that more than one third (25/72) of the loci with strain-specific binding was associated with SNPs disrupting one or more copies of this motif in the non-permissive alleles (Figure 2B). In contrast, in only 1/72 loci (*Ston2*) a SNP disrupted the TGCCGC in the permissive alleles. 

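The JF1-specific peaks labelled in Figure 2B were *Gm16188*, *Ube2w*, *Ermp1*, *Hdac4*, *Mapk6*, *Dux* and *Epb4.1l5*. At these peaks, the share of B6 reads was at most 25.0% in JB1 and 31.6% in BJ1, both at *Gm16188*, which had only 8 and 19 reads. The B6 sequence of the *Hdac4* and *Mapk6* peaks contained no TGCCGC. At the B6-specific peaks labelled in the figure, the share of B6 reads was at least 76.2% in JB1 (*Fst*, 21 reads) and 71.9% in BJ1 (*1200014J11Rik*, 32 reads). It was 100% in both lines at *Ankrd13a*, with 22 reads in JB1 and 34 in BJ1 (Clopper-Pearson lower limits 84.6% and 89.7%). The *Dux* peak measured 28800 bp and had the most reads of the peaks labelled in the figure, 781 in JB1 and 1190 in BJ1. Its control reads, however, were themselves only 36.3% from B6 in JB1 and 37.0% in BJ1. How much of its excess of JF1 reads is mapping bias was not tested. The locus *Ezr* had 2 B6-specific peaks and a bi-allelic peak. A comparison of motif numbers without these loci was run and then dropped, because the labels were read from a figure.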

From the analysis of the sequence changes associated with loss of binding, we observed that most of these variants affected the CpG dinucleotide, but some changes including two insertions/deletions also affected all the other conserved positions of the motif (Figure 2B). We also observed that in 21 of the 25 cases with strain-specific binding the SNP disrupted only one out of several motif copies present in the peak region and in only 4 loci the SNPs disrupted all (one or two) motifs present. In addition, in 13/25 loci the SNPs disrupted one or both couples of motifs less than 38 bp apart (example in Figure 2C). 

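At *Ube2w* (chromosome 1, 16590451–16591500 in JB1 and 16590601–16591350 in BJ1, in an intron), 7.89% of the reads were from B6 in JB1 (3 of 38, Clopper-Pearson 95% confidence interval 1.66–21.4%) and 17.7% in BJ1 (11 of 62, 9.20–29.5%). The B6 reference sequence of the peak contained 2 TGCCGC motifs, on the forward strand at 16590709 and on the reverse strand at 16591055. Their starts are 346 bp apart, so that the B6 sequence has no couple of motifs less than 38 bp apart.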

From the distribution of the TGCCGC motifs in all ZFP57 peaks, we found that the number of motifs/peak was on average 1.8 ± 2.4 (Supplementary Table S2) and that couples of motifs less than 38 bp apart were present in 44% of the peaks with at least two motifs (236 peaks, see Supplementary Table S5), including 14/18 ICRs (Figure 2D). 

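The motifs were counted again on both strands of the mm9 sequence of all 545 peaks, as starts wholly inside the peak. The mean was 1.84 ± 2.40 TGCCGC per peak (SD over peaks), with a median of 1 and a maximum of 37. No TGCCGC was present in 65 peaks, 1 copy in 244 peaks and at least 2 copies in 236 peaks. Of the last group, 102 peaks (43.2%, Clopper-Pearson 95% confidence interval 36.8–49.8%) had a couple of motifs with starts less than 38 bp apart. The alternative that moved this share most was a distance of less than 25 bp, with which it was 30.1%. The share was 47.0% with a distance of less than 50 bp. Of the 16 peaks at ICRs that the paper names, 11 had such a couple. By class, the mean was 3.67 ± 2.26 motifs in the 15 maternal peaks and 2.31 ± 2.58 in the 64 bi-allelic peaks. From these data, the paper concludes that binding is affected by SNPs in a copy of the several and generally closely associated motifs of a target site.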

In summary, these data demonstrate that ZFP57 binding is affected by SNPs occurring in one copy of the several and generally closely associated TGCCGC motif sequences that are present at the target sites.

**Figure 2.**
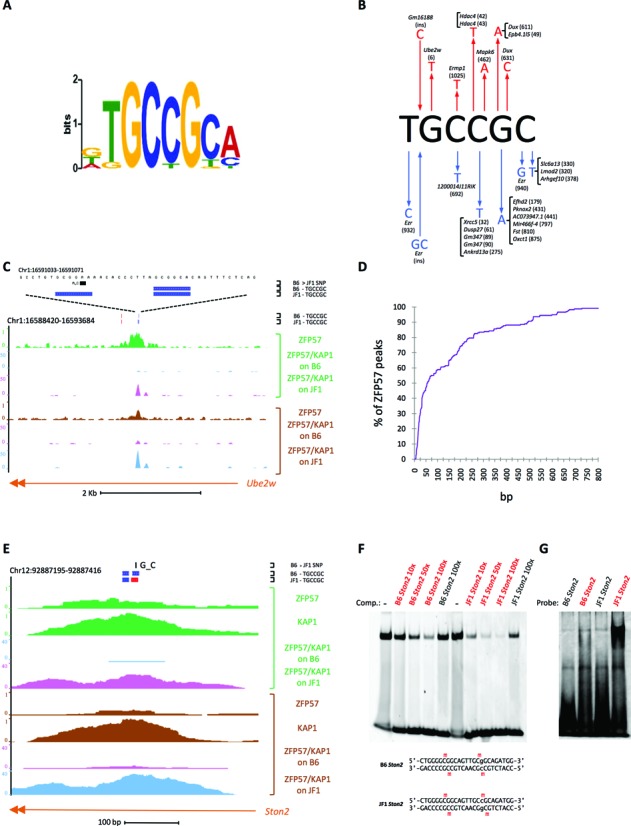
Identification of the sequence determinants for ZFP57 binding. (**A**) Logo of recurrent motifs identified in the binding-permissive relative to the non-permissive alleles by using the MEME algorithm. (**B**) SNPs (arrows pointing outwards) and insertions (arrows pointing inwards) affecting the TGCCGC motif and resulting in loss of ZFP57 binding in either B6 (red) or JF1 (blue) genomes. The IDs of the peaks in which the SNPs are present and the SNP reference numbers (Supplementary Table S4) are indicated. (**C**) Screen shot showing an example of JF1-specific ZFP57 binding associated with a SNP in one of two closely located motifs. (**D**) Empirical cumulative distribution of the distances separating two TGCCGC motifs in the genomic regions covered by ZFP57 peaks. (**E**) Screen shot of the *Ston2* locus showing binding of ZFP57 to a couple of motifs in inverted orientation on the JF1 genome and absence of binding to the motifs with same orientation on the B6 genome. Motif sequences present on the forward strand are in red, those on the reverse strand in blue. (**F–G**) *In vitro* analysis of ZFP57 binding to the B6 and JF1 alleles of *Ston2* as revealed by EMSA either in a competition experiment (**F**) with a probe containing a previously described ZFP57 binding site (22) or directly (**G**) using *Ston2* sequences as probes. For the competition experiment (**F**), a 5′-FAM-labeled double-stranded 20mer oligonucleotide probe was incubated with a protein fragment containing the DNA binding domain of mouse ZFP57 and subjected to PAGE either in absence or presence of 10-, 50- or 100-fold excess of unlabelled oligonucleotides containing the *Ston2* sequence from either the B6 or the JF1 genome in either unmethylated or methylated (red) form. For the analysis of direct binding (**G**), the unlabeled *Ston2* oligonucleotides, in unmethylated or methylated (red) form were used as probes and the gels were stained with SYBR Green. The experiments have been repeated three times with similar results. The B6 and JF1 oligonucleotide sequences are shown below the gel. Comp, competitor. Note that ZFP57 binds with higher affinity the JF1 *Ston2* allele than the B6 *Ston2* allele.

From the analysis of the loci with evidence for bi-allelic ZFP57 binding, we found that only two of these 64 sites had a SNP between B6 and JF1 within the motif (Supplementary Table S4). 

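The *Zfp11* peak is on chromosome 5 (130162651–130164450 in JB1 and 130162651–130164300 in BJ1), over the coding sequence of the gene. Of its informative reads, 50.3% were from B6 in JB1 (82 of 163, Clopper-Pearson 95% confidence interval 42.4–58.2%) and 49.8% in BJ1 (105 of 211, 42.8–56.7%), and S was 1.05. The B6 reference sequence of the JB1 peak contained 5 TGCCGC, the closest of which had starts 84 bp apart, and 2 GGCCGC.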

In one (*Zfp11*) of these loci, two closely located SNPs disrupted one motif on each of the two alleles, maintaining identical the number (4 copies) in the B6 and JF1 genomes. 

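At *Arhgap10*, the peak is in an intron on chromosome 8 (79972201–79973700 in JB1 and 79972351–79973550 in BJ1) and contained 19 TGCCGC and no GGCCGC in the B6 reference sequence. The closest motifs had starts 26 bp apart, and they formed 3 clusters. The share of B6 reads was 65.1% in JB1 (112 of 172, Clopper-Pearson 95% confidence interval 57.5–72.2%) and 64.1% in BJ1 (125 of 195, 56.9–70.8%). Both values were inside the range of bi-allelic binding, although their intervals exclude an equal share of the alleles, and S was 13.5. The control reads of this peak were themselves 57.1% from B6 in JB1 and 55.2% in BJ1, just under the lower limits. How much of the excess of B6 reads is mapping bias was not tested.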

The other locus (*Arhgap10*) contained a repetitive sequence with many motifs and the SNPs only slightly reduced (19 to 18) their total number on one of the two alleles. Also the motifs of the 20 known ICRs were generally not affected by SNPs. At only one ICR (*Peg13*), one of the five motifs was mutated on the JF1 allele, but this did not abolish ZFP57 binding (data not shown).

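The peak at the *Peg13* ICR lies in an intron of *Trappc9* on chromosome 15 (72640051–72640950 in JB1 and 72639901–72640950 in BJ1). Its B6 reference sequence contained 5 TGCCGC, a pair of which had starts 8 bp apart, and 2 GGCCGC. In JB1, where the JF1 allele is maternal, 12 of 46 reads were from B6 (26.1%, Clopper-Pearson 95% confidence interval 14.3–41.1%). In BJ1, where the B6 allele is maternal, 136 of 158 reads were from B6 (86.1%, 79.7–91.1%), and the difference between the lines passed Fisher's exact test (two-sided, adjusted p = 6.83e-13).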

We then analysed in further details the only locus (*Ston2*) in which a SNP disrupted the TGCCGC motif in the binding-permissive allele (see above). In this case, a G > C mutation in one of two closely spaced (2–3 bp) motifs changed their relative orientation. 

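The probe with the B6 sequence, CTGGGGCGGCAGTTGCGGCAGATGG, matches chromosome 12 from 92887289 to 92887313 on the forward strand, in the coding sequence of *Ston2*. It contains TGCCGC on the reverse strand at positions 6 and 15, counted from 1 at its 5′ end, so that the starts are 9 bp apart with a gap of 3 bp. The JF1 probe, CTGGGGCGGCAGTTGCCGCAGATGG, differs by G17C, in the same count, which is position 92887305 of the chromosome. It contains TGCCGC on the reverse strand at position 6 and on the forward strand at position 14, with starts 8 bp apart and a gap of 2 bp. The peak contains a further TGCCGC on the reverse strand at 92887417, 114 bp from the pair.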

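The *Ston2* peak was at 92887051–92887650 of chromosome 12 in JB1 and at 92887051–92887350 in BJ1, and the SNP position was inside both. Reads from B6 made up 6.76% of the informative reads in JB1 (5 of 74, Clopper-Pearson 95% confidence interval 2.23–15.1%) and 13.1% in BJ1 (17 of 130, 7.81–20.1%). The share did not differ detectably between the lines (Fisher's exact test, two-sided, adjusted p = 0.828), and S was 41.2.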

Intriguingly, the JF1 allele with the motifs in inverted orientation was associated with binding while the B6 allele with the motifs in the same orientation was not (Figure 2E). We then tested *in vitro* the binding of ZFP57 to these alternative sequences. Specifically, the protein fragment containing the DNA binding domain of ZFP57 was produced in *E. coli* and its interaction with double-stranded oligonucleotides was measured by Electrophoretic Mobility Shift Assay (EMSA). First, we tested if the B6 and JF1 *Ston2* alleles were able to compete with a probe previously shown to be a good binding site for ZFP57 (22). Interestingly, the results demonstrated that the methylated JF1 allele was binding ZFP57 *in vitro* with higher affinity than the methylated B6 allele (Figure 2F). Consistent results were obtained when these two sequences were tested directly as probes (Figure 2G). Thus, efficient binding to the inverted motifs (**JF1 *Ston2***) but poor binding to the directly repeated motifs (**B6 *Ston2***) were observed, suggesting that the binding affinity of ZFP57 to adjacent target sites increases when the motifs are present in inverted orientation, while steric hyndrance inhibits it when the motifs are present in the same orientation. Altogether, these data indicate that interaction of ZFP57 molecules binding to adjacent target sites may affect the binding affinity.

### Epigenetic modifications and gene expression at mono-allelic ZFP57 binding sites

To determine the epigenetic modifications of mono-allelic ZFP57 binding sites, we looked at H3K9me3 and CpG methylation, epigenetic marks both known to be associated with ZFP57 binding sites (22). For this type of analysis, we used a locus-specific approach. We analysed the allele-specific enrichment of H3K9me3 of 7 loci showing mono-allelic ZFP57 binding including an ICR (*Blcap/Nnat*) and 6 loci with strain-specific ZFP57 binding. In addition to the *Blcap/Nnat* locus (Figure 3A), 3 further loci (*Hdac4, Oxct1* and *Tube1*) showed higher H3K9me3 enrichment on the parental allele that was bound by ZFP57 (Figure 3B–D). At the remaining three loci (*Pld1, Trim3* and *Ube2w*), H3K9me3 was enriched with similar intensity on the two parental alleles (Supplementary Figure S3). The analysis of DNA methylation was performed by bisulfite sequencing of individual clones on three selected loci showing strain-specific mono-allelic binding of ZFP57 (*Tube1, Nhlrc1, Ube2w*). The results showed that these sites were CpG methylated at variable level but no significant difference was found between the ZFP57 permissive and non-permissive alleles (Supplementary Figure S4). Therefore, allele-specific differences in ZFP57 binding correlate with differences in H3K9me3 enrichment at several non-ICR loci but no effect was observed on the mCpG level of this category of ZFP57 binding sites. To investigate what consequence strain-specific ZFP57 binding had on gene expression, we analysed the allele-specific expression of genes that were located close to strain-specific sites. We selected four genes that were expressed in ESCs and contained SNPs in their exons. Two of these genes (*Dusp27* and *Xrcc5*) showed preferential B6-specific expression and the remaining two (*Derl1* and *Pard3*) had equivalent expression from the B6 and JF1 genomes (Supplementary Figure S5 and Supplementary Table S6). For both *Dusp27* and *Xrcc5*, the preferentially expressed allele was the one binding ZFP57. These data indicate that at some non-ICR loci allele-specific binding of ZFP57 is paralleled by allele-specific gene expression, although the exact role of ZFP57 binding on the expression of these loci remains to be determined.

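At *Dusp27* (chromosome 1, 168028501–168029100 in JB1, over the coding sequence), 87.5% of the ZFP57-KAP1 reads were from B6 in JB1 (42 of 48, Clopper-Pearson 95% confidence interval 74.8–95.3%) and 99.1% in BJ1 (112 of 113, 95.2–100%). At *Xrcc5* (chromosome 1, 72385951–72386850 in both lines, over the coding sequence), the share was 90.5% in JB1 (67 of 74, 81.5–96.1%) and 93.6% in BJ1 (160 of 171, 88.8–96.7%). The peaks at *Derl1* and *Pard3* were B6-specific as well. At *Derl1*, 22 of 30 reads were from B6 in JB1 and 33 of 41 in BJ1, and at *Pard3*, 56 of 60 and 33 of 36, respectively.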

**Figure 3.**
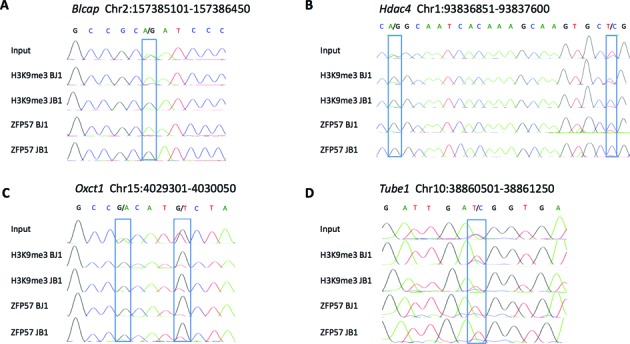
Allele-specific H3K9me3 and ZFP57-binding at loci with mono-allelic ZFP57 binding. DNA sequencing electropherograms showing relative enrichment of B6 and JF1 alleles at the *Blcap* ICR and three loci with strain-specific ZFP57 binding in H3K9me3 and ZFP57 ChIP DNAs obtained in JB1 and BJ1 ESCs. SNPs are boxed. The experiments have been repeated three times with similar results.

### Binding of ZFP57 to an ectopic fragment containing multiple methylated sequence motifs

Having established that the sequence motif necessary for ZFP57 binding was often present in multiple copies, we sought to test if a DNA fragment containing three motif sequences was sufficient for establishing ZFP57 binding at an ectopic site. To this purpose, a gene transfer approach by stable transfection in cultured ESCs was chosen. 

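The ZFP57 peak at *Snrpn* was at 67148701–67150350 of chromosome 7 in JB1 and at 67148851–67150350 in BJ1. It overlaps a UTR of the gene and was covered by a KAP1 peak of 1650 bp in each line. The B6 sequence of the JB1 peak contains 13 [TG]GCCGC motifs, 3 of which are GGCCGC, and 52 CpGs. The closest TGCCGC have starts 63 bp apart, and couples less than 38 bp apart are found here only when GGCCGC is counted. In JB1, 2 of 74 reads were from the paternal B6 allele, whereas in BJ1, 109 of 209 reads were from the maternal B6 allele, so that the peak was among the discordant ones.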

The ZFP57 peak region corresponding to the ICR of the *Snrpn/Snurf* locus contains 10 TGCCGC motif sequences (Figure 4A). From this region, we isolated a fragment of 477 bp encompassing the 5′ end of the *Snrpn/Snurf* gene and including three motifs, of which two closer ones and a relatively more distant one (Figure 4A). This fragment was tested for the capacity of binding ZFP57 if introduced into the genome at an ectopic location. 

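The fragment extends from 67149603 to 67150079 of chromosome 7 and lies wholly inside the ZFP57 peak. Its TGCCGC motifs start at 67149674 on the reverse strand and at 67149753 and 67150006 on the forward strand, with 79 bp between the first starts and 253 bp between the last ones. The fragment also contains 1 GGCCGC, at 67149632, and 23 CpGs. A further TGCCGC starts at 67149598 and extends over the first base of the fragment, and another starts at 67150082, just past its end.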

Since ZFP57 preferentially binds methylated DNA (22), we first determined if the 477 bp fragment was able to maintain its methylation status when introduced into WT ESCs. Specifically, we integrated the 477 bp fragment in either a methylated or a non-methylated form into the genome of WT ESCs by cell transfection. For *in vitro* methylation of all CpG dinucleotides of the fragment, we used the *SssI* DNA methyltransferase. The DNA methylation level of the integrated transgenes was determined by bisulfite sequencing of individual clones in the transfected cells after 18 days of culturing under selecting conditions. The results demonstrated high levels (91.4%) of CpG methylation of the fragment transfected in the methylated form and low level (12.7%) of methylation of the fragment transfected in the unmethylated form. This indicates that at least after 15 cell cycles the *Snrpn/Snurf* ICR transgene is able to somatically maintain its original methylation status when integrated at an ectopic position in WT ESCs (Figure 4B). We then tested if the maintenance of the DNA methylation status was dependent on ZFP57. To test this hypothesis, we introduced the unmethylated and *in vitro*-methylated 477 bp fragment into *Zfp57* -/- ESCs (29). Relatively low methylation levels (11.4% and 13.6%, respectively) were detected in this case, indicating that the maintenance of methylation on the transgene was dependent on the presence of ZFP57 (Figure 4D–E).

**Figure 4.**
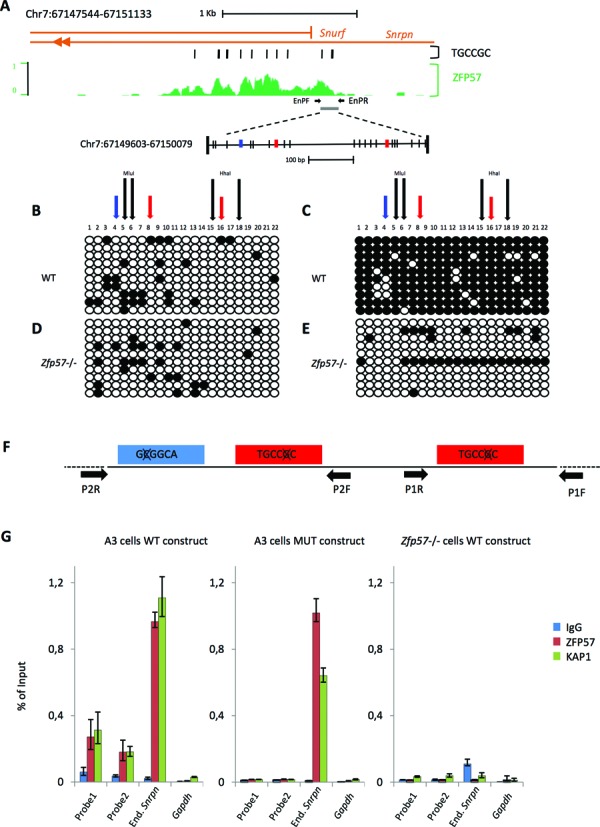
DNA methylation and ZFP57 binding at the 477 bp *Snrpn/Snurf* ICR transgene in WT and *Zfp57* -/- ESCs. (**A**) Screenshot of the UCSC genome browser showing the genomic profile of ZFP57 binding in JB1 ESCs relative to the *Snrpn/Snurf* ICR. The location of TGCCGC motifs and 477 bp fragment used for transgenic analysis is indicated. CpGs are indicated as vertical bars. TGCCGC motif sequences present in the forward strand are in red, those present in the reverse strand are in blue. The primers (EnPF and EnPR) used for the locus-specific ChIP analysis (**G**) of the endogenous *Snrpn* locus are indicated by horizontal arrows. (**B–E**) DNA methylation analysis by bisulfite sequencing of individual clones of the *Snrpn/Snurf* ICR transgene integrated in non-methylated (**B**, **D**) or methylated (**C**, **E**) form into WT (**B**, **C**) or *Zfp57* -/- (**D**, **E**) ESCs. Methylated and unmethylated CpG dinuclotides are represented as open and filled circles, respectively. Black vertical arrows indicate the positions of *Hha*I and *Mlu*I restriction sites used for COBRA (Figure 5A). Red and blue vertical arrows indicate the positions of the motifs on the forward and reverse strand, respectively. One representative ESC clone for each transfection is shown. (**F**) Diagrammatic representation of the TGCCGC motif mutagenesis in the 477 bp ICR transgene. The primers (P1F/P1R and P2F/P2R) used for the ChIP analysis of the 477 bp transgenes (**G**) are shown as horizontal arrows. (**G**) ZFP57 and KAP1 enrichment on the transgenic WT or T-mut fragments after introduction into WT or *Zfp57* -/- ESCs, as determined by ChIP. Two regions (probe 1 and probe 2) of the 477 bp transgenes were analysed, by using the primers P1F/P1R and P2F/P2R, respectively. The endogenous *Snrpn/Snurf* ICR and *Gapdh* were analysed as positive and negative controls, respectively. The results are reported as percentage of input.

The next step was to investigate if ZFP57 was able to bind the methylated 477 bp fragment when integrated into the ESC genome and if the TGCCGC motif was required for binding. To address this question, we generated a mutant fragment (T-mut) in which the cytosine of the methylated CpG recognized by ZFP57 was mutated into adenine in the three motif sequences (Figure 4F). ZFP57 and KAP1 binding to both WT and mutant fragments was measured by ChIP followed by locus-specific qPCR. The results showed higher ZFP57/KAP1 enrichment on the WT fragment relative to the T-mut fragment after transfection into WT ESCs. Moreover, poor ZFP57/KAP1 binding was observed on the WT fragment when transfected into *Zfp57* -/- ESCs (Figure 4G). We also observed that ZFP57/KAP1 enrichment on the transfected fragment was 4- to 5-fold lower than that on the endogenous *Snrpn* ICR in WT ESCs. This is consistent with the observation that sequences adjacent to the 477 bp fragment also contribute to ZFP57 binding (see Figure 4A). 

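Of the 1650 bp of the JB1 peak, 1173 bp (71.1%) are outside the fragment, with 902 bp before and 271 bp after it. These contain 7 TGCCGC motifs that are not complete in the fragment and 2 GGCCGC, which start at 67149061 and 67149439. The peak lists give the extent of the enrichment but no height along it, so that the share of the binding that falls outside the fragment was not measured here.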

In summary, we were able to reproduce the binding of ZFP57 to a methylated fragment ectopically integrated into ESC genome and demonstrate that this binding is dependent on the TGCCGC motif.

### Role of the ZFP57 target sites in DNA methylation maintenance of the *Snrpn* ICR transgene

After demonstrating that ZFP57 was necessary for DNA methylation maintenance and that the TGCCGC motifs were necessary for ZFP57 binding at the *Snrpn* ICR transgene, we looked if the ZFP57 target sites themeselves were necessary to maintain DNA methylation. For this study, DNA methylation was determined by using the more quantitative COBRA and direct bisulfite sequencing methods. Consistent with the results obtained by bisulfite sequencing of individual clones, the *in vitro* methylated WT fragment was found highly methylated (83.3% ± 2.9) after transfection in WT ESCs, while the same fragment showed lower methylation levels (54% ± 6.9) if transfected into *Zfp57* -/- ESCs (Figure 5A and B). The lower methylation level found in the *Zfp57* -/- ESCs by using the former method (Figure 4E) is likely the result of cloning selection. We then tested the effect of the triple motif mutation (T-mut) and found lower methylation level (48% ± 5.0) as well, demonstrating the importance of the ZFP57 binding sites for DNA methylation maintenance of the *Snrpn/Snurf* ICR transgene. To examine the role of each ZFP57 binding motifs, we introduced constructs carrying individual motif mutations into the cells and determined the effect of each of them on methylation. The results demonstrated that each of the mutant transgenes had lower levels of DNA methylation relative to the WT (Figure 5A and B). However, the results also demonstrated that one of the mutations (mut1) had a stronger effect than the others, with levels of methylation (40.5% ± 8.4) comparable to those observed with the triple mutant and significantly lower than those of the other mutants (74.7% ± 9.8 for mut2 and 76.5% ± 9.5 for mut3).

**Figure 5.**
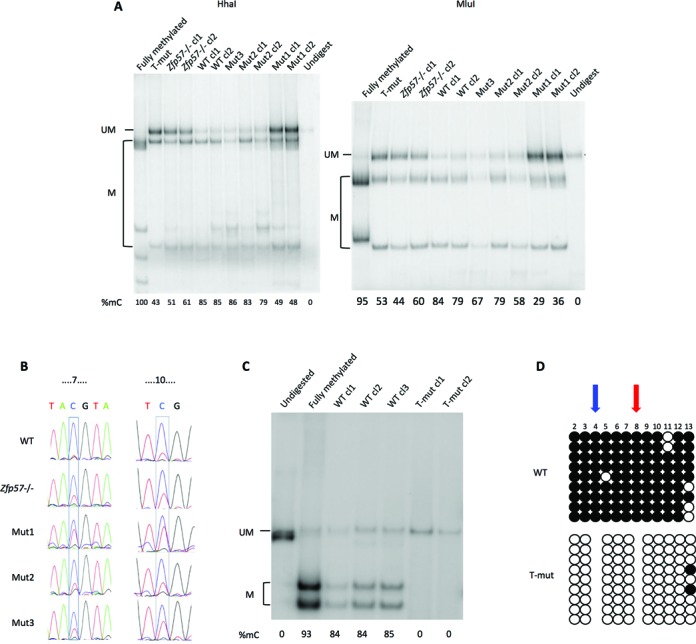
DNA methylation analysis of the WT and mutant *Snrpn/Snurf* ICR transgenes. (**A**) COBRA analysis of the WT, T-mut and single mutant (mut1, mut2 and mut3) fragments after transfection in WT ESCs and of the WT fragment after transfection in *Zfp57* -/- ESCs. Two restriction enzymes (*Hha*I and *Mlu*I) are used. The level of methylation is indicated by the intensity of the higher mobility bands (M) relative to the intensity of the band of the full-length fragment (UM). The *in vitro* fully methylated fragment was used as control and the undigested fragment run as marker. Multiple clones of each construct were analysed. (**B**) Direct bisulfite sequencing of WT fragment introduced into WT or *Zfp57* -/- ESC, and WT, mut1, mut2 and mut3 fragments introduced into WT ESCs. Numbers above the sequence indicate the number of the CpGs analysed, according to Figure 4B. One representative ESC clone for each transfection is shown. (**C**) COBRA analysis of WT and T-mut transgenes in individual clones of WT ESCs in which the WT or T-mut fragments have been introduced into the β*-Globin* locus by RMCE. Multiple clones of each construct were analysed by using the HhaI enzyme. (**D**) DNA methylation analysis by bisulfite sequencing of individual clones of the transgenes described in **C**. One representative ESC clone with the WT transgene and one ESC clone with the T-mut transgene are shown. Location of the TGCCGC motifs is indicated by red and blue arrows if present on the forward or reverse strands, respectively. Experiments were repeated three times with similar results.

In the experiments described so far, the WT and mutant *Snrpn* transgenes were randomly integrated into the ESC genome. By using a homologous recombination approach (Cre–RMCE targeting system (31)), we also tested the effect of the motif mutations after targeting the fragments to a specific genomic region (β*-Globin* locus) into WT ESCs. The results obtained by COBRA and bisulfite sequencing of individual clones demonstrated high methylation level (84.3%) on the WT fragment and very low methylation (<5%) on the T-mut fragment, confirming the critical role of the ZFP57 target motifs in DNA methylation maintenance of the *Snrpn/Snurf* ICR (Figure 5C–D).

### Role of binding motif variants

Mutations in the canonical TGCCGC binding motif do not explain all strain-specific differences in ZFP57 binding. From the analysis of the sequence changes of the loci with sequence-specific binding, we noted that not all possible base substitutions of the TGCCGC motif were found associated with loss of binding in hybrid ESCs (Figure 2B). Indeed, several of the 47 loci with unexplained strain-specific binding had sequences differing from TGCCGC at a single position outside of the CpG in the binding-permissive allele and SNPs in these sequences were associated with loss of binding, suggesting that they may also be recognized by ZFP57 (Figure 6A). 

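The peaks labelled in Figure 6A were B6-specific at *Trim3*, *Wdr92*, *Tube1* and *Nhlrc1*, and JF1-specific at *Klf3*, *Nbas*, *Gpr180* and *Mob3b*. *Nhlrc1* has a second peak, which was discordant. The share of B6 reads at the B6-specific peaks was lowest at *Tube1*, with 70.6% in JB1 (60 of 85, Clopper-Pearson 95% confidence interval 59.7–80.0%) and 76.6% in BJ1 (95 of 124, 68.2–83.7%). At the JF1-specific peaks, it was highest at *Nbas* in both lines, with 26.6% of 64 reads in JB1 and 18.9% of 111 reads in BJ1. *Wdr92* was the only one of these peaks without TGCCGC in the B6 reference sequence, and it contained 9 GGCCGC. The reads in favour of B6 there were 78 of 95 in JB1 (72.9–89.2%) and 124 of 144 in BJ1 (79.4–91.3%).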

We then tested *in vitro* ZFP57 binding to these motif variants. The results demonstrated that, in addition to TGCCGC, the ZFP57 DNA binding domain interacted with the oligonucleotide containing the sequence GGCCGC, in case the CpG was methylated (Figure 6B). All other tested variants showed poor binding in either the CpG-methylated or unmethylated form. 

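The *Commd1* peak is on chromosome 11, at 22871851–22873050 in JB1 and 22871851–22872900 in BJ1. It contains no TGCCGC in the B6 reference sequence and 2 GGCCGC, at 22872435 on the reverse strand and at 22872437 on the forward strand. The probe GTAACTGCGGCCGCCCCACA matches 22872429–22872448 in an intron of the gene. Reads from B6 were 3 of 64 in JB1 (4.69%, Clopper-Pearson 95% confidence interval 0.977–13.1%) and 85 of 89 in BJ1 (95.5%, 88.9–98.8%), so that the maternal allele was precipitated in both lines.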

We also tested *in vitro* ZFP57 binding to the *Commd1* ICR that has two overlapping GGCCGC sequences in inverted orientation, shows ZFP57 binding in ESCs, but lacks the TGCCGC sequence (Supplementary Figure S6). The results obtained by EMSA demonstrated *in vitro* binding of the ZFP57 protein fragment to *Commd1* if the central CpG was methylated, although the binding efficiency appeared lower than that of the control TGCCGC sequence (Figure 6C). From the analysis of the GGCCGC sequence in the entire mouse reference genome, we found that 28% of all ZFP57 peaks and 77% of those lacking the TGCCGC motif contained this motif variant (Figure 6D). 

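In the recount, GGCCGC was present in 149 of 545 peaks (27.3%, Clopper-Pearson 95% confidence interval 23.6–31.3%), and in 49 of the 65 peaks without TGCCGC (75.4%, 63.1–85.2%). TGCCGC alone was present in 380 peaks and both motifs in 100 peaks, whereas 16 peaks contained neither. The alternative that moved the second share most was the use of the autosomes only, with which it was 78.7%. Per base pair, TGCCGC was 33.1-fold and GGCCGC 9.46-fold more frequent under the peaks than in the genome.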

We then recalculated the distribution of the motifs in all genomic ZFP57 peaks by taking into account also the GGCCGC variant and found that the [TG]GCCGC motifs/peak were now 2.4 ± 2.5 on average (Supplementary Table S2) and that motif couples less than 38 bp apart were present in 61% of the peaks with at least two motifs (Supplementary Figure S7 and Supplementary Table S5). 

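The mean was 2.34 ± 2.54 [TG]GCCGC motifs per peak (SD over peaks), with a median of 2. At least 2 motifs were present in 317 peaks, of which 192 (60.6%, Clopper-Pearson 95% confidence interval 55.0–66.0%) had a couple less than 38 bp apart. The share was 38.2% with a distance of less than 25 bp and 63.7% with a distance of less than 50 bp. Motifs that overlap, as in GCGGCCGC, which reads as GGCCGC on both strands, occurred in 18 peaks. With overlapping motifs counted as 1, an alternative chosen after the data were seen, the share was 59.4% (187 of 315).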

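A couple of [TG]GCCGC motifs less than 38 bp apart was present in 15 of the 16 peaks at the ICRs named by the paper, which represent 14 imprinted loci, and in 177 of the 529 other peaks (33.5%). The exception was *H19_1*, where the closest motifs start 43 bp apart, whereas the other peak of the *H19* locus, *H19_2*, had a couple. At *Commd1*, the only couple consists of the overlapping GGCCGC motifs. The ICR peaks had a median of 4.5 [TG]GCCGC motifs, with a range of 2–13. The paper counts more known ICRs than it names, and imprinted loci it does not name, such as *Mest* and *Meg3*, are among the other peaks. Of these, *Mest* and *Meg3_2* had a couple, and the peak named *Meg3* had none.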

Significantly, these peaks now included all ICRs. 

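The 545 peaks cover 489900 bp and contained 214 clusters, which is a cluster every 2289 bp. The chromosomes of mm9 contained 16156 clusters in 2654895218 bp, or a cluster every 164329 bp, so that clusters were 71.8-fold more frequent under the peaks. Over the assembled bases alone, the ratio was 69.2-fold. Of all clusters of the genome, 1.32% were under the peaks. The distance per cluster under the peaks depends most on the definition of a cluster, as it was 3656 bp with a distance of less than 25 bp, and it was 1882 bp without the 2 peaks longer than 10 kb.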

Overall, we found one cluster of two or more motifs less than 38 bp apart every 2276 bp of genome covered by ZFP57 peaks, but only one cluster every 161914 bp in the entire mouse genome, indicating an enrichment of 71-fold at the ZFP57 binding sites (Figure 6E and Supplementary Table S5). These findings greatly improve the structural definition of the ZFP57 binding sites.

**Figure 6.**
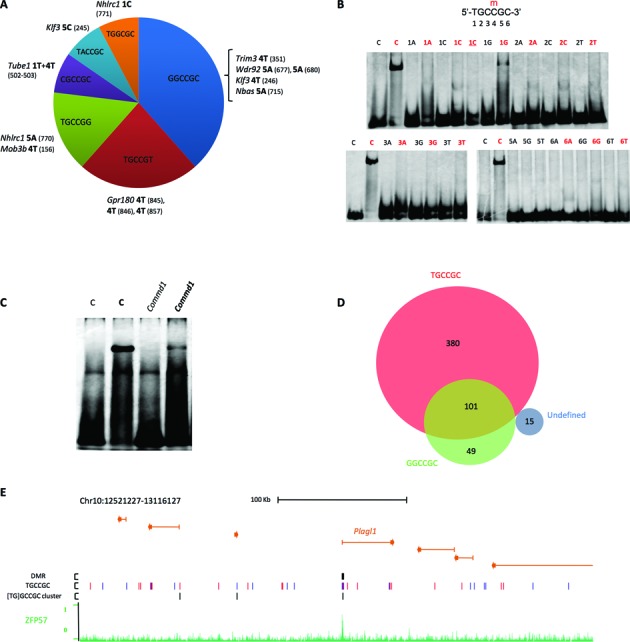
Analysis of the ZFP57 motif variants. (**A**) Sequence motif variants with nucleotide changes found in non binding permissive alleles. The peak regions IDs containing the SNPs are in italics. The base change and its position in the hexamer motif variant are in bold. The SNP IDs are in brackets (Supplementary Table S4). (**B**) *In vitro* analysis of ZFP57 binding to motif variants as determined by Electrophoretic Mobility Shift Assay (EMSA). 20mer double-stranded oligonucleotide probes containing the hexameric sequence represented above (**C**) or single-nucleotide variants (indicated above the lanes) in either unmethylated or methylated (red) form were analysed as described in Figure 2G. The experiments were repeated three times with similar results. **1C** (red), T > C variant with two methylated CpGs. (**C**) *In vitro* analysis of ZFP57 binding to the *Commd1* locus as determined by EMSA. (**D**) Venn diagram of ZFP57 peaks containing TGCCGC and GGCCGC motif variants in the *Mus musculus* genome (assembly NCBI37/mm9). The udefined set does not contain neither TGCCGC or GGCCGC. Note that 2 of the 15 undefined peaks contain the TGCCGC motif in the JF1 genome. (**E**) Clusters of closely located motif variant sequences at ICRs. UCSC screen shot showing the binding profile of ZFP57 at the *Plagl1* locus, and location of the ICR, TGCCGC motifs and [TG]GCCGC clusters of at least two motif sequences less than 38 bp apart.

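The *Plagl1* peak was 1050 bp wide in both lines, with KAP1 peaks of 1200 bp in JB1 and 1500 bp in BJ1. It contains 6 TGCCGC, 2 GGCCGC and 81 CpGs in the B6 reference sequence. A first cluster consists of the overlapping GGCCGC at 12810679 and 12810681, and a second of TGCCGC at 12810870 and 12810888, which are 18 bp apart. The other TGCCGC start at 12810346, 12810548, 12811018 and 12811058, and the last 2 of these are 40 bp apart, just over the limit for a cluster.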

## DISCUSSION

The maintenance of epigenetic states with either repressive or permissive properties at specific loci is a key process in early embryonic development. This study identifies CpG-rich DNA sequence elements that are required for the somatic maintenance of repressive DNA and H3K9me3 methylation in mouse ESCs. Our data complement extensive earlier work indicating that other *cis*-acting elements are necessary for maintaining the DNA methylation-free status of CpG-rich regions (12). We first defined the precise DNA sequence determinants for ZFP57 binding in mouse ESCs and demonstrate that these sequences are necessary for the faithful maintenance of H3K9me3 at several loci. By using a transgenic approach, we found that the ZFP57 target motifs are strictly required for maintaining CpG methylation at an ICR. We further demonstrate that ZFP57 can recognize multiple motif sequence variants both *in vivo* and *in vitro*. Our combined findings evokes a mechanistic model in which clustering of closely spaced motif sequences is required for efficient ZFP57 recruitment and binding and for the maintenance of repressive DNA methylation and H3K9me3.

It has been demonstrated previously that the TGCCGC motif is enriched at ZFP57 binding sites in mouse ESCs, and that a protein fragment containing two ZFP57 zinc fingers is able to interact *in vitro* with a double-stranded oligonucleotide containing the CpG-methylated version of this canonical motif (22,26). Our current study shows that SNPs that alter the TGCCGC hexanucleotide sequence are associated with a lack of ZFP57 binding. They provide a direct demonstration that this motif is strictly required for ZFP57 binding in mouse ESCs. This finding is consistent with data recently obtained by Strogantsev *et al*. (38), who used a different cellular system (*M. m. castaneus* x *M. m. domesticus*). Together, the two studies provide the first comprehensive analysis of ZFP57 binding in the genomes of three different mouse sub-species, *M. m. domesticus, M. m. castaneus* and *M. m. molossinus*. The combined data demonstrate a high evolutionary conservation of ZFP57 binding at ICRs and frequent divergences else where in the genome, possibly underlying gene expression differences (Supplementary Table S6). Given that the three subspecies are thought to be less than 0.5 million years apart in evolutionary terms (34), this indicates that non-ICR ZFP57 sites undergo rapid evolution in mice, or that they show considerable polymorphism within mouse populations, which would then translates into differences between the inbred lines. Although the studies so far are too limited to draw firm conclusions, our data suggest that ZFP57 sites evolve fast and contribute to gene expression and phenotype changes during evolution.

The presence of SNPs in the TGCCGC motif only explained one third of the cases of strain-specific ZFP57 binding. Our study explored the possibility that ZFP57 also bound variants of this canonical motif. Consistent with this hypothesis, several SNPs were found in sequences diverging at only one position from the TGCCGC hexanucleotide. In particular, one (GGCCGC) of these sequences was demonstrated to bind ZFP57 *in vitro* if methylated. Interestingly, in about 10% of the ZFP57 ChIP-seq peaks including the one corresponding to the *Commd1* ICR, this motif variant replaces the more common TGCCGC. Other SNPs may possibly indirectly affect ZFP57 binding, by interfering with the binding of other factors competing with ZFP57 and/or altering the chromatin structure of the locus.

We have shown previously that ZFP57 is necessary for maintaining H3K9me3 and CpG methylation at ICRs (22). We now demonstrate that H3K9me3 co-localizes with ZFP57 at three loci with strain-specific ZFP57 binding, indicating that genetic differences in the ZFP57 binding motifs may result in differential maintenance of repressive epigenetic marks in ESCs. At another three sites, however, mono-allelic ZFP57 binding co-existed with bi-allelic H3K9me3 enrichment, indicating that factors independent of ZFP57 binding control H3K9me3 deposition at non-ICR sites as well. On the other hand, no allelic difference in the level of DNA methylation was found at three non-ICR loci showing strain-specific ZFP57 binding. Differently from ICRs, mono-allelic binding of ZFP57 at these sites is not determined by methylation but DNA sequence differences on the maternal and paternal chromosomes. In apparent contrast with this finding, the presence of differential methylation at some non-ICR loci with strain-specific binding was reported by Strogantsev *et al*. (38). This discrepancy may be ascribed to different ESC culture conditions or heterogeneity in the ZFP57 control of DNA methylation maintenance at non-ICR sites.

ICRs have the unique property of maintaining the DNA-methylated and the unmethylated status on the opposite parental alleles. It was previously shown that CTCF binding is necessary to maintain the maternal *H19* ICR non-methylated in mouse embryos and that the CTCF target site was required to prevent *de novo* methylation of this sequence in cultured ESCs (39,40). We found that a 477 bp fragment of the *Snrpn/Snurf* ICR is sufficient to maintain the original methylated or unmethylated status after introduction into ESC genome at an ectopic position and culturing for at least 15 cell divisions. This faithful somatic maintenance recapitulates the epigenetic properties of the endogenous ICR. The capacity of maintaining the methylated status was dependent on the presence of ZFP57 and its binding to three target sequence motifs. Significantly, the effect of motif mutations was most prominent when the transgenes were integrated into the β*-Globin* locus by homologous recombination, suggesting that the residual methylation of the randomly integrated mutant fragments in the *Zfp57* -/- ESCs was caused by spreading from flanking genomic loci. The analysis of the single motif mutations demonstrated that one of the motif sequences had a more relevant role than the others in the DNA methylation maintenance, indicating the existence of a hierarchy in the ZFP57 binding motifs. Finally, the 477 bp transgene included the *Snrpn/Snurf* minimal promoter that is part of an 1.2 kb transgene demonstrated to be sufficient to establish differential methylation, mono-allelic expression and asynchronous replication in the mouse (41,42). The different effect of the mutations on CpG methylation observed at ICR- versus non-ICR binding sites may possibly be explained by the CpG-rich and promoter-like characteristics of the former loci.

ZFP57 binding is generally associated with the presence of multiple motif sequences (22). We have now observed that closely spaced motifs (two or more [TG]GCCGC sequences less than 38 bp apart) are particularly frequent (40% of all peaks and 61% of those with two or more motifs) in the genomic regions covered by ZFP57 peaks. 

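Over all peaks, 35.2% (192 of 545, Clopper-Pearson 95% confidence interval 31.2–39.4%) contained at least 1 cluster, which is below the paper's 40%. By class, a cluster was present in 93.3% of the 15 maternal peaks, 48.4% of the 64 bi-allelic peaks, 47.9% of the 48 B6-specific peaks and 20.8% of the 24 JF1-specific peaks. As the clusters were counted in the B6 sequence, those that a SNP completes or disrupts in JF1 are not included as such.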

The functional relevance of these motif clusters is indicated by the observation that they are present at all ICRs and that their mutation usually leads to loss of ZFP57 binding. It is possible that interaction between closely located binding sites may synergistically increase the binding affinity for ZFP57. If we also take into consideration that many of the motif clusters that do not bind ZFP57 are present in non-methylated CpG-rich regions, our results significantly improve the structural definition of the ICRs and other ZFP57 binding sites and increase our understanding on the effect of DNA sequence changes on gene expression and disease phenotypes.

## ACCESSION NUMBER

Data for the ZFP57 and KAP1 Chip-seq in BJ1 and JB1 cell lines have been deposited in the GEO database with accession number GSE74757.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells
**Source:** Nucleic Acids Res. 2015 Oct 19;44(3):1118–32. doi: 10.1093/nar/gkv1059
**Supplement:** SUPPLEMENTARY DATA

ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells — ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells — SUPPLEMENTARY DATA 

# ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells

## SUPPLEMENTARY DATA

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells
**Source:** Nucleic Acids Res. 2015 Oct 19;44(3):1118–32. doi: 10.1093/nar/gkv1059
**Supplement:** SUPPLEMENTARY DATA

**SUPPLEMENTARY FIGURES AND TABLES LEGENDS**

**Supplementary Figure 1** (related to Figure 1). Allele-specific expression analysis of *Zp3r* in JB1 and BJ1 ESCs. DNA sequencing electropherograms obtained from PCR products of DNA and cDNA regions containing a SNP. The SNP is reported with the JF1 allele in bold, and shaded in grey in the electropherogram. Note the preferential expression of the B6 allele in both cell lines.

**Supplementary Figure 2** (related to Figure 1). Validation of allele-specific ZFP57 binding by locus-specific ChIP and sequencing of the immunoprecipitated DNA in BJ1 and JB1 ESCs

**Supplementary Figure 3** (related to Figure 3). Allele-specific H3K9me3- and ZFP57-ChIP analyses at loci with mono-allelic ZFP57 binding and bi-allelic H3K9me3 enrichment.

**Supplementary Figure 4.** DNA methylation analysis of selected non-ICR ZFP57 target sites in JB1 ESCs by bisulfite sequencing of isolated clones.

**Supplementary Figure 5.** Allele-specific expression in JB1 and BJ1 ESCs. DNA and cDNA sequencing electropherograms show the contribution of the B6 and JF1 alleles of genes located close to strain-specific ZFP57 binding sites. Examples of two genes with expression skewed towards the B6 allele (the one bound by ZFP57) (A) and two genes with equivalent expression from the B6 and JF1 alleles (B). SNPs are reported as in Suppl. Fig. 1.

**Supplementary Figure 6** (related to Figure 6). UCSC screen shot showing ZFP57 and KAP1 binding at the *Commd1* ICR associated with two overlapping and inverted copies of the GGCCGC sequence motif variant, as determined by ChIPseq.

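The KAP1 peaks at this ICR were 1950 bp wide in both lines, at 22871701–22873650 in JB1 and 22871551–22873500 in BJ1, and covered the ZFP57 peaks of 1200 and 1050 bp. The peak contains 79 CpGs.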

**Supplementary Figure 7** (related to Figure 6). Empirical cumulative distribution of the distances separating two [TG]GCCGC (orange) or two TGCCGC (purple) sequences in the genomic regions covered by ZFP57 peaks.

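Between successive [TG]GCCGC under the peaks, 746 distances were measured from start to start, with a median of 44 bp, and 355 of these (47.6%) were less than 38 bp. The smallest distance within a peak had a median of 26 bp, compared with 55.5 bp for TGCCGC alone. Distances within a peak are not independent, and no test was run on them.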

**Supplementary Table 1**. Primers and EMSA probes. The .docx file contains information on primer and EMSA probe sequences.

**Supplementary Table 2**. JB1 and BJ1 ZFP57 peaks. The .xlsx file contains information on the 545 ZFP57 peaks coinciding with KAP1 binding sites and present in both reciprocal cell lines. For each peak is indicated: the chromosomal coordinates (assembly NCBI37/mm9), the closest gene (gene symbol), the number of occurrences of analyzed motif (TGCCGC, GGCCGC and [TG]GCCGC) and the number of informative reads (IR) and allele-specific reads (ASR) for each hybrid cell line, mapped with or without mismatches.

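All 545 tabulated peaks have the same start and end as a ZFP57 peak of JB1, and 100 of them have the same start and end as a ZFP57 peak of BJ1. Each of the 545 was overlapped by a peak in all 4 lists. The same start and end as a KAP1 peak was found at 40 peaks in JB1 and at 62 peaks in BJ1.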

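The motif numbers were counted again in the mm9 sequence. TGCCGC was the same as tabulated at 544 peaks and GGCCGC at 542 peaks, and at the 4 peaks with a difference, *SNORA17_2*, *Ascc3_2*, *Aldh1l2* and *Zfp13*, a motif lies across the edge of the peak.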

**Supplementary Table 3**. Informative ZFP57 peaks. The .xlsx file contains information on the 151 ZFP57 informative peaks. For each peak is indicated: the peak ID, the chromosomal coordinates (assembly NCBI37/mm9), the percentage of allele-specific reads *x* for each hybrids cell line, the allelic score (S) and the type of allelicity.

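S combines both lines, so that a peak with *x* near 0% or 100% in each of them has an S close to the maximum, whichever allele is bound. With the formula of the methods, the highest S of the 151 peaks was 48.9, at peaks where all reads were from B6 in both lines, *Ankrd13a* among them. S does not depend on the number of reads, which ranged from 5 to 781 per tested peak in JB1 and from 5 to 1190 in BJ1.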

**Supplementary Table 4**. SNPs and sequence strings overlapping ZFP57 peaks. SNPs in ZFP57 peaks. This .xlsx sheet contains information on the SNPs overlapping the 151 informative ZFP57 peaks. For each SNP is indicated: the SNP ID, the peak ID (as in Suppl. Table 2), the chromosomal coordinates (assembly NCBI37/mm9), the type of allelicity of the peak containing the SNP, the base changes between B6 and JF1 genome, the insertions-deletions between B6 and JF1 genome (the position is related to the sequence ± 5 bp surrounding the SNP), the B6 and JF1 sequence string surrounding ± 5 bp the SNP. Permissive and non-permissive alleles. In the second sheet, is indicated: the SNP ID (as in Suppl. Table 2), the permissive and the non permissive sequence strings surrounding ± 5 bp the SNPs overlapping the genotype-specific ZFP57 binding sites.

**Supplementary Table 5**. Motif distances under ZFP57 peaks and [TG]GCCGC

motif clusters. The first .xlsx sheet contains information on the distances between TGCCGC sequences under ZFP57 peaks. 

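Under the 545 peaks, 523 distances between successive TGCCGC starts were measured in the mm9 sequence. Their median was 54 bp, and 223 of them (42.6%) were less than 38 bp.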

The second .xlsx sheet contains information on the distances between [TG]GCCGC motif under ZFP57 peaks. The third .xlsx sheet contains information on the chromosomal coordinates of [TG]GCCGC motif clusters of at least two motif sequences less than 38 bp apart and occurrences of [TG]GCCGC in each cluster.

**Supplementary Table 6**.

Strain-specific ZFP57 binding sites identified in this and Strogantsev’s studies. Cast, *M. m. castaneus*.

# Supplementary material for: ZFP57 recognizes multiple and closely spaced sequence motif variants to maintain repressive epigenetic marks in mouse embryonic stem cells
**Source:** Nucleic Acids Res. 2015 Oct 19;44(3):1118–32. doi: 10.1093/nar/gkv1059
**Supplement:** SUPPLEMENTARY DATA

**Primer sequences**

**Allele –specific ChIP analysis**

| Primer | sequence |
| --- | --- |
| BlcapRTF | CTTTGGGTGGGAGAGGGC |
| BlcapRTR | CGGGCGGGGACAAATAGTA |
| Hdac4RTF | AGTGCCAATTACTGCTCTGGA |
| Hdac4RTR | GCCTGCGTCTCTCTGTAGTT |
| Oxct1RTF | TGAGTACCTCCTATGACCTCGT |
| Oxct1RTR | GCAGAGCCTTTCCCAGTTTG |
| TubeRTF | TAGGCCCTGCCTAGTGAG |
| TubeRTR | AAGCAACAGGAAGAAAGGACC |
| Trim3RTF | TCAAAGACGGCCTCACTACC |
| Trim3RTR | GGTAGGCATCTTCTGGGGAC |
| Ube2wRTF | AAACTCACATCACCAGGCCT |
| Ube2wRTR | TCTGGAGTAGAGTACGGAGCT |

**Methylation analysis of endogenous loci**

| **Primer** | **Sequence** |
| --- | --- |
| Tube1_BisF | TTGAATGTTATTTGAAATAGTTGAGT |
| Tube1_BisR | AAATCAAATAACACAAACAATTCAT |
| NhlrcZBF1 | TTATTTGTTTTTATGATGATGGTTA |
| NhlrcZBR1 | CATTTAAATAATATTAATATCTATTAACCC |
| Ube2ZBF1 | GGGATAGTTTTTTGAAGTTGTTTT |
| Ube2ZBR1 | AAATAAACTAACTTCCCATTACATCC |

**Gene transfer experiments**

| Primer | Sequence |
| --- | --- |
| Snrpn1For1 | AACACAGCTCTGACTTCCAGGAGTC |
| Snrpn1Rev1 | AATGTGCGCATGTGCAGCCATTGC |
| Snrpn1for2 | TGGAGATCTAACACAGCTCTGACTTCCAG |
| Snrpn1rev3 | CAGGTATACAATGTGCGCATGTGCAGCC |
| Mut1for2 | TGCTGAGGCAACACAGCTCCTGCATCC |
| Mut1rev2 | TTGCCTCAGCATGGGGGCTCCAGG |
| Mut2for2 | CAGGTGCAGCACTAACACACCCAAGGAG |
| Mut2rev2 | TTAGTGCTGCACCTGCGTGTAACGCG |
| Mut3for2 | CTTGCAGCAATGGCTCAGGTTTGTCGCG |
| Mut3rev2 | CATTGCTGCAAGACTAGCGCAGAGAGG |
| pCGfBmcsF | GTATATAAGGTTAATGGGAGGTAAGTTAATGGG |
| pCGfBmcsR | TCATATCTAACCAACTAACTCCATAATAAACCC |
| PCG1-ChIP-for | CAATGGGAGGTAAGCCAATG |
| PCG1-ChIP-rev | CTCCTCAGAACCAAGCGTCT |
| PCG2-ChIP-for | ATTGGTGAGCAATCCTTTGG |
| PCG2-ChIP-rev | TCTGGCCAGCTAGCTCCAT |
| Gapdh-ChipF | CTCTGCTCCTCCCGTTTCCA |
| Gapdh-ChipR | CCCACTCCGCGATTTTCA |
| RMCEupmf | TCTTGGAAGAGAAACTCTTAGGG |
| RMCEdomr | TGTATACAGATCTACCAACATTACGA |
| SnrpnGR2 | CAAAGGATTGCTCACCAATTCTC |
| SnrpnGF2 | GTGAAAGTGCATCCTATTTGACC |
| TOPL1pBF1 | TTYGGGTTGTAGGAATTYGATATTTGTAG |
| TOPL1pBR1 | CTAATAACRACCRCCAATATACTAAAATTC |
| SnrpnBF2 | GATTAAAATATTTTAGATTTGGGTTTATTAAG |

**Electrophoretic Mobility Shift Assay (EMSA) probes**

| Double-stranded oligonucleotide probes | Sequence |
| --- | --- |
| Control | 5’-GTAATATTGCCGCAGTAATA-3’  3’-CATTATAACGGCGTCATTAT-5’ |
| Methylated Control | 5’-GTAATATTGCZGCAGTAATA-3’  3’-CATTATAACGGZGTCATTAT-5’ |
| 1A | 5’-GTAATAT**A**GCCGCAGTAATA-3’  3’-CATTATA**T**CGGCGTCATTAT-5’ |
| Methylated 1A | 5’-GTAATAT**A**GCZGCAGTAATA-3’  3’-CATTATA**T**CGGZGTCATTAT-5’ |
| 1C | 5’-GTAATAT**C**GCCGCAGTAATA-3’  3’-CATTATA**G**CGGCGTCATTAT-5’ |
| Methylated 1C | 5’-GTAATAT**C**GCZGCAGTAATA-3’  3’-CATTATA**G**CGGZGTCATTAT-5’ |
| Fully Methylated 1C | 5’-GTAATAT**Z**GCZGCAGTAATA-3’  3’-CATTATA**G**ZGGZGTCATTAT-5’ |
| 1G | 5’-GTAATAT**G**GCCGCAGTAATA-3’  3’-CATTATA**C**CGGCGTCATTAT-5’ |
| Methylated 1G | 5’-GTAATAT**G**GCZGCAGTAATA-3’  3’-CATTATA**C**CGGZGTCATTAT-5’ |
| 2A | 5’-GTAATATT**A**CCGCAGTAATA-3’  3’-CATTATAA**T**GGCGTCATTAT-5’ |
| Methylated 2A | 5’-GTAATATT**A**CZGCAGTAATA-3’  3’-CATTATAA**T**GGZGTCATTAT-5’ |
| 2C | 5’-GTAATATT**C**CCGCAGTAATA-3’  3’-CATTATAA**G**GGCGTCATTAT-5’ |
| Methylated 2C | 5’-GTAATATT**C**CZGCAGTAATA-3’  3’-CATTATAA**G**GGZGTCATTAT-5’ |
| 2T | 5’-GTAATATT**T**CCGCAGTAATA-3’  3’-CATTATAA**A**GGCGTCATTAT-5’ |
| Methylated 2T | 5’-GTAATATT**T**CZGCAGTAATA-3’  3’-CATTATAA**A**GGZGTCATTAT-5’ |
| 3A | 5’-GTAATATTG**A**CGCAGTAATA-3’  3’-CATTATAAC**T**GCGTCATTAT-5’ |
| Methylated 3A | 5’-GTAATATTG**A**ZGCAGTAATA-3’  3’-CATTATAAC**T**GZGTCATTAT-5’ |
| 3G | 5’-GTAATATTG**G**CGCAGTAATA-3’  3’-CATTATAAC**C**GCGTCATTAT-5’ |
| Methylated 3G | 5’-GTAATATTG**G**ZGCAGTAATA-3’  3’-CATTATAAC**C**GZGTCATTAT-5’ |
| 3T | 5’-GTAATATTG**T**CGCAGTAATA-3’  3’-CATTATAAC**A**GCGTCATTAT-5’ |
| Methylated 3T | 5’-GTAATATTG**T**ZGCAGTAATA-3’  3’-CATTATAAC**A**GZGTCATTAT-5’ |
| 5A | 5’-GTAATATTGCC**A**CAGTAATA-3’  3’-CATTATAACGG**T**GTCATTAT-5’ |
| 5C | 5’-GTAATATTGCC**C**CAGTAATA-3’  3’-CATTATAACGG**G**GTCATTAT-5’ |
| 5T | 5’-GTAATATTGCC**T**CAGTAATA-3’  3’-CATTATAACGG**A**GTCATTAT-5’ |
| 6A | 5’-GTAATATTGCCG**A**AGTAATA-3’  3’-CATTATAACGGC**T**TCATTAT-5’ |
| Methylated 6A | 5’-GTAATATTGCZG**A**AGTAATA-3’  3’-CATTATAACGGZ**T**TCATTAT-5’ |
| 6G | 5’-GTAATATTGCCG**G**AGTAATA-3’  3’-CATTATAACGGC**C**TCATTAT-5’ |
| Methylated 6G | 5’-GTAATATTGCZG**G**AGTAATA-3’  3’-CATTATAACGGZ**C**TCATTAT-5’ |
| 6T | 5’-GTAATATTGCCG**T**AGTAATA-3’  3’-CATTATAACGGC**A**TCATTAT-5’ |
| Methylated 6T | 5’-GTAATATTGCZG**T**AGTAATA-3’  3’-CATTATAACGGZ**A**TCATTAT-5’ |
| Commd1 | 5’-GTAACTGCGGCCGCCCCACA-3’  3’-CATTGACGCCGGCGGGGTGT-5’ |
| Methylated Commd1 | 5’-GTAACTGZGGCZGCCCCACA-3’  3’-CATTGACGZCGGZGGGGTGT-5’ |
| Ston2 B6 | 5’-CTGGGGCGGCAGTTGCGGCAGATGG-3’  3’-GACCCCGCCGTCAACGCCGTCTACC-5’ |
| Methylated Ston2 B6 | 5’-CTGGGGZGGCAGTTGZGGCAGATGG-3’  3’-GACCCZGCCGTCAAZGCCGTCTACC-5’ |
| Ston2 JF1 | 5’-CTGGGGCGGCAGTTGCCGCAGATGG-3’  3’-GACCCCGCCGTCAACGGCGTCTACC-5’ |
| Methylated Ston2 JF1 | 5’-CTGGGGZGGCAGTTGCZGCAGATGG-3’  3’-GACCCCGZCGTCAACGGZGTCTACC-5’ |

The exameric ZFP57 target sequence is underlined. Examer base mutations are in bold. The 5-mC is indicated with Z

How the deposited data were processed for this re-analysis (not part of the article)

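The data are ChIP-seq peak lists of ZFP57 and KAP1 in the hybrid mouse ESC lines JB1 and BJ1, with 1 library per line and antibody. Of the 6 libraries of the series, the 4 ChIP libraries had a peak list each, and the 2 input libraries were not used here. The authors sequenced 50 bp single-end reads, processed them with Casava and Trim Galore, aligned them to the mm9 assembly of the B6 genome with Bowtie, allowing up to 2 mismatches, and called the peaks of each library with MACS at a *P*-value threshold of 1e-05. The peak lists as deposited by the authors give positions only, without a score, height, fold enrichment or *P*-value, and without read counts. Positions are given in mm9 and counted from 1. All peaks lay on a grid of 150 bp windows, so that a peak edge is known to within a window. The read depth of the libraries is unknown from the lists, and the lists of the lines can differ in length because of depth, enrichment or binding.

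The allele-specific read counts are those of the paper's Supplementary Table S2. The authors made them from the pooled ZFP57 and KAP1 reads of each line, mapped to the B6 and JF1 genomes with 0 mismatches allowed, and made the control reads with up to 3 mismatches allowed. The informative reads of the 545 peaks were 8821 in JB1 and 13637 in BJ1, and the precision of each share is given by its interval. ZFP57 and KAP1 reads cannot be separated in these counts. Supplementary Table S4 was not used here. The list of clusters in Supplementary Table S5 is shortened in the copy at hand, and clusters were found again in the mm9 sequence in its place.

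Peaks were counted as overlapping when they shared at least 1 bp. Overlaps were described against 1000 random circular shifts of the peaks along their chromosomes, and the share of peaks with a motif against 100 such shifts. Allele classes followed the methods of the paper, with at least 5 informative and control reads in both lines and a range of the mean of the control share ± 3 SD. Reads of JB1 and BJ1 were compared at each peak with Fisher's exact test (two-sided), adjusted by the Benjamini-Hochberg method over the 188 peaks tested, with a threshold of 0.05. Shares are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only. The upper limit of a count of 0 is its Clopper-Pearson limit, or 3 reads of the total where so stated. Motifs were searched as exact matches of 6 bp to TGCCGC and GGCCGC on both strands of mm9, and were counted when wholly inside the peak. A cluster is a run of at least 2 motifs with successive starts less than 38 bp apart. Permutation tests were two-sided with 100000 resamples, so that the smallest p they can give is 1e-05, and the tests of the 4 peaks at *Snrpn*, *Mest*, *H19* and *Meg3* enumerated all permutations. Gene positions are from GENCODE M1. As the lists give no score, peak width was used wherever a peak score had been planned. Width is known in steps of a window only.

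No test across samples was possible, since each line and antibody has a single library. Peaks are not independent replicates, so the tests over peaks describe these libraries. The overlap, the allele classes, the cluster search and the tests of peak width were tested on simulated data with known answers. All 500 shared regions planted among 2500 were recovered, as were 95 of 95 clusters. In 200 simulations of the 188 peaks, 99.2% of the B6-specific, 98.9% of the JF1-specific and 98.1% of the maternal peaks were recovered, and Fisher's test made 0.285 calls on average that were not of peaks following the parental origin. All simulated mono-allelic peaks had the same strong bias, stronger than at called peaks such as *Kcnk2* (31.9% B6 reads in JB1 and 66.7% in BJ1). The recovery of such weaker peaks was not simulated. Without any relation in the data, 5% of the Spearman correlations and 4% of the differences in median width had a p under 0.05.

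The alternatives tried were another overlap rule, a stricter threshold by width, autosomes only, other read minimums and ranges, a binomial test in place of the range, the control reads, other distances between motifs, peaks left out by length or motif number, and motifs per kb. The loci named are those that the paper names in its text or shows in Figures 1 to 6, the peaks it lists as following the parental origin, the 5 widest peaks of each ZFP57 list and the 10 peaks with the smallest adjusted p in Fisher's test that the paper does not list as following the parental origin. Loci outside this rule, such as the sex chromosome peaks, *SNORA17_2*, *Ascc3_2*, *Aldh1l2*, *Zfp13* and *B930036N10Rik*, were chosen after their values were seen. The experiments on histone and DNA methylation, expression, protein binding *in vitro* and transgenes were not analysed here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9.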

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

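The tests of the maternal share, of mixed cells, of mapping bias and of added binding at *Snrpn*, *Mest*, *H19* and *Meg3*, both comparisons of ICR peak width and reads between the lines with their checks, the motif share of peaks without KAP1 and of peaks found in BJ1 only, and the reads on the sex chromosomes were chosen only after the result was seen.

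The share of B6 reads at 5 peaks that the paper does not list as following the parental origin differed between JB1 and BJ1 in Fisher's exact test (two-sided, Benjamini-Hochberg adjusted over 188 peaks). It was 2.70% in JB1 and 52.2% in BJ1 at *Snrpn* (adjusted p = 7.87e-15 in this exact test), 7.14% and 56.6% at *Mest* (7.74e-11), 97.1% and 61.2% at *H19_2* (2.51e-04), and 73.3% and 43.4% at *Meg3_2* (3.32e-04), with *Dusp27* as the remaining peak. *H19_1* did not pass (90.5% and 58.5%, exact test, adjusted p = 0.0919), nor did the peak named *Meg3* (64.0% and 60.9%, exact test, adjusted p = 1). A change of the B6 share is what binding by parental origin gives in crosses with exchanged parents, so this test does not show that the share of a parental allele differs between the lines.

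The maternal share was therefore compared between the lines as well, at 6 of these peaks, without *Dusp27* (Fisher's exact test, two-sided, adjusted over the 6 peaks, which were picked after their B6 shares were seen). It was 97.3% in JB1 (72 of 74) and 52.2% in BJ1 (109 of 209) at *Snrpn* (exact test, adjusted p = 7.90e-14), 92.9% (65 of 70) and 56.6% (60 of 106) at *Mest* (1.35e-07), 2.86% (1 of 35) and 61.2% (60 of 98) at *H19_2* (7.49e-10), and 9.52% (2 of 21) and 58.5% (24 of 41) at *H19_1* (4.23e-04). The difference was smaller at *Meg3_2*, with 26.7% (20 of 75) and 43.4% (59 of 136, exact test, adjusted p = 0.0214), and the peak named *Meg3* did not pass (36.0% of 25 reads and 60.9% of 23 reads, exact test, adjusted p = 0.148). At *Snrpn*, *Mest* and *H19*, the reads thus came mostly from the allele of a single parent in JB1 and from both alleles in BJ1.

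Mixed cells are a technical explanation that the tables argue against. JB1 cells in the BJ1 chromatin would raise the maternal share at *H19*, where JB1 reads were paternal, and lower it at the maternally bound ICRs. A share of JB1 cells large enough for the values at *Snrpn*, *Mest* or *H19* would act on all maternally bound ICRs alike, yet at the 13 ICR peaks that follow the parental origin 76.1–97.0% of the BJ1 reads were from the maternal B6 allele, with a median of 88.6%. Whether line labels were exchanged is not decided by the X chromosome peaks. At *Chm*, 15 of 15 reads were from JF1, the mother's strain, in JB1, and *Reps2* leaned to the mother's strain in both lines. By contrast, *U6_16* in JB1 (8 B6 and 2 JF1 reads) and *Gm2964* in BJ1 (206 B6 and 1314 JF1 reads) leaned to the father's strain. An exchange of labels would still leave a line with reads from a single allele and a line with reads from both, so it does not explain the pattern.

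A preference for a strain at a locus cannot be told apart from a difference between the lines. Where binding follows the parental origin, a preference for the strain of the parent bound in JB1 acts on the same allele in JB1. In BJ1, it acts on the opposite allele, which gives reads from a single allele in JB1 and from both in BJ1. The favoured strain would have to be JF1 at *Snrpn* and *Mest*, with 2.70% and 7.14% B6 reads in JB1. It would have to be B6 at *H19_2* and *Meg3_2*, with 97.1% and 73.3%. A preference for the same strain at all of these peaks would thus not give the pattern. A preference that differs from peak to peak could come from mapping bias of the reads mapped without mismatch, or from binding that depends on a SNP. The control reads at *Snrpn*, *Mest*, *H19_2* and *Meg3_2*, with 48.1–52.2% from B6 over both lines, do not decide this, since they map to both genomes by design. The test of the maternal share does not decide it either, because a preference for a strain changes the maternal share between the lines.

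Whether binding was added on the second allele in BJ1, with the first unchanged, cannot be told apart from a change in which allele is bound, because the answer depends on the peaks taken as the reference. Added binding would double the reads relative to peaks bound on a single allele, if the second allele was free in JB1. At *Meg3_2*, 20 of the 75 JB1 reads were already from the second allele. A doubling is more than added binding predicts for this peak, so that the tests against a doubling do not decide the question. The mean log2 ratio of BJ1 to JB1 reads was 1.11 ± 0.45 (SD, n = 4) at the 4 peaks and 1.17 ± 0.50 (SD, n = 15) at the peaks following the parental origin, a difference of -0.06 (exact permutation test, two-sided, p = 0.833), and against a doubling, which is 1 on this scale, p was 0.00516 in the same exact test, added after the first p was seen. These reference peaks, however, themselves rose more from JB1 to BJ1 than other peaks. Against the strain-specific peaks (0.50 ± 0.53, SD, n = 72), the 4 peaks were higher by 0.61 (exact permutation test, two-sided, p = 0.0313), and a doubling was not excluded (p = 0.15). Against the bi-allelic peaks (0.59 ± 0.57, SD, n = 64), the difference was 0.52 (exact permutation test, two-sided, p = 0.0831), with p = 0.106 against a doubling. By allele, the reads of the allele preferred in JB1 went from 72 to 109 at *Snrpn*, 65 to 60 at *Mest*, 34 to 38 at *H19_2* and 55 to 77 at *Meg3_2*, and those of the other allele from 2 to 100, 5 to 46, 1 to 60 and 20 to 59. Added binding, and cells of BJ1 that differ among themselves in the bound allele, both stay open. The parents of the lines are exchanged by design, and an effect of the cross on these loci stays open as untested, since there is a single library per line and antibody and the state of these loci in other cells of the same cross was not analysed here.

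At *Dusp27*, the share of B6 reads was 87.5% in JB1 (42 of 48) and 99.1% in BJ1 (112 of 113), with an adjusted p of 0.0296. The direction is that of a lower share of the paternal B6 allele. The difference rests on 6 and 1 JF1 reads, and no biological explanation was tested.

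The 16 peaks at ICRs that the paper names were wider in BJ1 relative to JB1 than the other 529 tabulated peaks. The latter include imprinted loci such as *Mest* and *Meg3*. The *Mest* peak was narrower in BJ1, with 2250 bp in JB1 and 1950 bp in BJ1. The median of BJ1 minus JB1 width was 75 bp at the 16 ICR peaks and -150 bp at the 529 other peaks, a difference of 225 bp (permutation test, two-sided, p = 0.0011), and 11 of the 16 ICR peaks but 172 of the others (32.5%) were at least as wide in BJ1. That wide peaks narrow less is argued against by a comparison with other peaks of the same JB1 width, in which 14 ICR peaks were wider in BJ1 by 418 bp on average (permutation within widths, two-sided, p = 1e-05, the smallest the resamples can give). A first form of this test, within the widths of 750–1087.5 bp, gave a difference in medians of 300 bp with 9 ICR peaks against 248 others (permutation test, two-sided, p = 0.0227). Peak calling on the ZFP57 list alone would leave the informative reads unchanged, but the mean log2 ratio of BJ1 to JB1 reads was 1.22 ± 0.49 (SD, n = 13) at the ICR peaks that follow the parental origin and 0.55 ± 0.55 (SD, n = 136) at the bi-allelic and strain-specific peaks, a difference of 0.68 (permutation test, two-sided, p = 4e-05). These reads include KAP1, so that ZFP57 and KAP1 cannot be separated. An effect of depth that differs between weak and strong peaks was not tested, as the library totals are unknown. A difference between the lines at ICRs, from the cross, the culture or the library, stays open as untested.

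Most ZFP57 peaks of JB1 had no ZFP57 peak in BJ1 and are outside those the paper discusses. Of the 5589 such peaks with KAP1 in both lines, 85.7% contained [TG]GCCGC (Clopper-Pearson 95% confidence interval 84.7–86.6%), against 5.43% on average and 6.07% at most in 100 shifts. Of the 4120 without KAP1 in either line, 2.99% contained it, against 4.69% in shifted regions. At widths of 300, 450 and 600 bp, the shares were 75.7%, 84.6% and 89.2% with KAP1 and 2.36%, 2.14% and 1.37% without, so that width does not account for the contrast. Background regions called in the JB1 library are thus a candidate explanation for the part without KAP1, but not for the whole set, of which 50.1% contained the motif against 5.19% in shifted regions. The part with KAP1 in both lines is consistent with ZFP57 sites below the detection limit of the BJ1 ZFP57 library, since KAP1 was called there in BJ1. Binding of ZFP57 in JB1 alone, with KAP1 brought by other factors in BJ1, stays open as untested.

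In the other direction, 135 ZFP57 peaks of BJ1 had KAP1 in both lines and no ZFP57 peak in JB1. They contained [TG]GCCGC at a share of 72.6% (64.3–79.9%), against 5.09% on average and 11.1% at most in the shifts, whereas the 553 without KAP1 contained it at 2.53%. No explanation of this set was tested separately.

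On the X chromosome, which the allele-specific analysis of the paper leaves out, the *Chm* peak (110229601–110230200) had 0 B6 and 15 JF1 reads in JB1 and 17 B6 and 0 JF1 reads in BJ1. Counts of 0 allow a share of up to 20.0% and 17.6%, respectively (3 reads of the total). In male cells, the X chromosome is maternal, and the reads follow the mother's strain in both lines. Other sex chromosome peaks did not separate in this way. *Reps2* had 16 B6 and 40 JF1 reads in JB1 and 32 and 9 in BJ1, *U6_16* had 8 and 2 in JB1 and 25 and 2 in BJ1, and *Gm2964*, which measures 58350 bp, had 156 and 910 in JB1 and 206 and 1314 in BJ1. *Gm14483* had 2 reads, both from B6 in BJ1, and the Y chromosome peak *n-R5s1_1* had 1 B6 and 3 JF1 reads in BJ1. As the X chromosome of these male lines is maternal, the reads from the paternal strain cannot show binding on a paternal X. The allele assignment of such reads is therefore in doubt at *Reps2*, *U6_16* and *Gm2964*. Their cause, and how often they occur at autosomal peaks, was not tested.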

How the results depend on the processing

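The alternatives named here were set before the data were examined, except the counting of motifs across a peak edge, the counting of overlapping motifs as 1 and S with only the BJ1 term halved, which were chosen after seeing the data. An alternative that kept only the tabulated peaks with a ZFP57 peak of both lines removed no peak, and its 14 values say nothing about stability. Without these, 101 values were computed for the 27 results under 21 alternatives, and 85 of them kept their direction and stayed on the same side of the threshold or within the limits set for a change. Of the others, 14 moved, 1 became weaker and 1 reversed, and 14 results had no change under any alternative run for them.

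With the stricter threshold, which kept the widest 50% of each list, the share of ZFP57 peaks with KAP1 rose to 72.1% in JB1 and 67.8% in BJ1, the share of JB1 ZFP57 peaks found in BJ1 to 7.44%, and the share of BJ1 ZFP57 peaks found in JB1 to 59.9%. The wider peaks of the lists overlap more, and whether width or enrichment is behind this was not tested. The number of shared regions stayed between 365 and 555 over its 7 alternatives. With autosomes only, the share of JB1 ZFP57 peaks with KAP1 was 61.4%, and a cluster was found every 1989 bp under the peaks. Without peaks longer than 10 kb, a cluster was found every 1882 bp, which follows from the fewer base pairs covered. For the other change with autosomes, the cause was not tested.

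With a range of the mean ± 2 SD, 38 peaks were bi-allelic, because a narrower range holds fewer peaks. The number of mono-allelic peaks was between 69 and 105 and that of peaks following the parental origin between 13 and 20 over the alternatives. With the control reads, 0 peaks differed between JB1 and BJ1 (1 with an unadjusted p under 0.05), as these reads map to both genomes by design. At least 10 informative reads in both lines left 18 of the 19 peaks called. The informative reads limit these results, since 335 of the 523 autosomal peaks had too few to be classed.

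With a distance of less than 25 bp, 30.1% of the peaks with at least 2 TGCCGC and 38.2% of those with at least 2 [TG]GCCGC had a couple, and a cluster was found every 3656 bp, as a shorter distance admits fewer couples. The Spearman correlation of peak width with the number of TGCCGC was 0.345 in JB1 and 0.302 in BJ1 (permutation tests, two-sided, p = 1e-05 each, the smallest the resamples can give), and with motifs per kb of peak it reversed to -0.139 in JB1 (p = 0.00107) and fell to 0.0497 in BJ1 (p = 0.247). For both lines, the motifs were counted in the tabulated peaks, which have the start and end of the JB1 peaks. In JB1, a wide peak has more room for motifs, which raises the first correlation. Motifs per kb contain the JB1 width itself, which lowers the second by construction. For BJ1, this holds only as far as the widths of the lines go together, which was not tested. Neither correlation is taken as evidence on the strength of binding. With the number of [TG]GCCGC in place of TGCCGC, the correlation was 0.483 in JB1 and 0.334 in BJ1. S of *Gm16083* and *Kcnk2* moved to 40.4 and 27.2 with only the BJ1 term halved.

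The use of peak width in place of a peak score was not run as an alternative, since the lists give no score and width was already in use. Leaving out a replicate was ruled out by the single library. No paired analysis was possible because each line and antibody has 1 library.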

Differences from the paper's values

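The alternative to the formula of S was chosen only after the values of Supplementary Table S3 were seen. With the formula of the methods, S was 24.8 at *Gm16083* against the paper's 40, and 17.5 at *Kcnk2* against the paper's 27. No alternative set before the data were examined changed the formula of S, and none closed the gap. With only the BJ1 term divided by 2, an alternative chosen after seeing the values, S was 40.4 and 27.2.

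The paper places the limit between bi-allelic and mono-allelic peaks by S. With the formula of the methods, the highest S of a bi-allelic peak was 16.2 and the lowest S of a mono-allelic peak 17.5, and with only the BJ1 term halved they were 25.2 and 27.2. The order of the classes was the same on both scales. The paper states that the number of motifs at *Zfp11* is identical on both alleles, and the B6 reference sequence of the JB1 peak contained 5 TGCCGC, against the paper's 4. A cluster of [TG]GCCGC motifs was present in 35.2% of all peaks, against the paper's 40%.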

Other observations

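The tests of S, of the palindrome GCGGCCGC, of the control reads, of counting error and of the BJ1 peaks with KAP1 in both lines were chosen only after the result was seen, as were the comparison of clusters in place of pairs and the versions of the strain-specific comparison per kb and without peaks of many motifs.

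The BJ1 ZFP57 list holds 1318 peaks and the JB1 list 10667. If BJ1 had recovered only the strongest of the JB1 sites, most of its peaks would be in the JB1 list. Over the whole BJ1 list, 43.6% were (40.9–46.3%), but this includes 553 peaks without a JB1 ZFP57 peak and without KAP1 in either line. Of the BJ1 peaks with KAP1 in both lines, 80.1% were in the JB1 list (543 of 678), and of the JB1 peaks with KAP1 in both lines, those found in BJ1 had a median width of 750 bp and those not found of 450 bp. Over the whole JB1 list, the peaks found in BJ1 were wider than those not found by 300 bp in the median (permutation test, two-sided, p = 1e-05, the smallest the resamples can give). A loss of weak sites in BJ1 is thus a candidate explanation for the peaks with KAP1, apart from 135 BJ1 peaks with KAP1 in both lines that were not in the JB1 list. For the whole lists, it cannot be told apart from other causes, because the shares and the widths point in different directions. Depth and enrichment of the libraries are unknown, and a difference in binding between the lines stays open as untested. The KAP1 lists differed in the other direction. Of the JB1 KAP1 peaks, 85.9% were found in BJ1, and of the BJ1 KAP1 peaks, 45.3% were found in JB1.

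TGCCGC was 34.1-fold more frequent under the shared peaks than in 100 shifted sets of regions. If GC content and CpG richness were the cause, other hexamers of the same composition with a CpG should be as frequent. Of the 48 such hexamers, TGCCGC ranked 1, the median of the others was 5.21-fold, and the highest of the others was 16.7-fold. TGCCGC exceeded their median by a factor of 6.55, which argues against composition as the whole cause. GGCCGC was 10.0-fold more frequent.

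The strain-specific peaks comprise more B6-specific than JF1-specific ones. A hypothesis was that B6-specific peaks hold more TGCCGC in the B6 sequence, and the difference of 1.29 motifs per peak is consistent with it (permutation test, two-sided, p = 0.0043). Without peaks of more than 10 motifs, the permutation test gave a difference of 0.929 (p = 0.0107), and per kb of peak the means were 3.59 and 2.05 (p = 0.00784). As motifs were counted in the B6 sequence, a SNP that disrupts a motif in either strain shifts the count in this direction by construction. When the loci labelled in Figure 2B, where SNPs alter the motif, were left out, the difference was smaller and its p was above the threshold. That comparison was dropped and its values are not given, because the labels were read from a figure, but it means that the difference is not shown to hold beyond those loci. A preference of the B6 reference for B6 reads in peak calling would also give more B6-specific peaks and was not tested.

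Counting error does not account for the strain-specific peaks. If all 188 peaks were bound equally on both alleles, 1.89 strain-specific peaks would be found, against 72. For the 37 discordant peaks, counting error would give 30.4 if all 188 peaks were bound equally. Among the 101 peaks not called mono-allelic, it would give 17.2 ± 3.42 (SD over 100000 simulations) and at most 34 (p = 1e-05, one-sided, simulated from the exact binomial probabilities of the peaks, the smallest the simulations can give). Equal binding with counting error is thus argued against for the set as a whole. The 101 peaks were chosen by their observed class. A peak with a moderate preference for a strain can also become discordant by counting error, which this simulation does not cover. Counting error may explain many single discordant peaks, since 27 of them did not differ between the lines at an unadjusted p under 0.05 in Fisher's exact test.

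The paper's finding at *Ston2* led to the hypothesis that ZFP57 favours motifs in inverted orientation. Of the TGCCGC pairs less than 38 bp apart, 13.9% were inverted under the peaks (31 of 223) and 24.0% elsewhere in the genome (616 of 2562), the opposite direction (Fisher's exact test, two-sided, p = 3.64e-04, Benjamini-Hochberg adjusted over 3 tests 0.00109). By the same exact test, pairs that do not overlap gave 13.5% and 20.9% (p = 0.00874, adjusted 0.0131), and pairs with starts 8 or 9 bp apart 9.09% (4 of 44) and 15.7% (p = 0.353). Pairs of a repeat are not independent, and the *B930036N10Rik* peak alone holds 36 of them. By cluster, with the same exact test, 25.2% had an inverted pair under the peaks (28 of 111, 17.5–34.4%) and 27.0% elsewhere (606 of 2248, p = 0.743), and without peaks of more than 10 motifs 26.9% and 27.0% (p = 1). A preference for inverted pairs and its absence cannot be told apart with 111 clusters, as the interval is wide and the pairs and clusters give different answers.

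The share of peaks with a couple was higher for [TG]GCCGC than for TGCCGC, 60.6% and 43.2%. GCGGCCGC, which reads as GGCCGC on both strands, was weighed as an artificial source of couples. With overlapping motifs counted as 1, the share was 59.4%, so that the palindrome accounts for little of the difference. A cluster was then found every 2413 bp under the peaks and every 247013 bp in the genome, a ratio of 102-fold. The palindrome was the only couple in few peaks, as 5 peaks, *Commd1* among them, had no couple other than overlapping motifs.

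The S values of Supplementary Table S3 are higher than the formula of the methods gives, which came within 1 of the tabulated value at 9 of 151 peaks. With the division by 2 applied to the BJ1 term alone, 151 of 151 peaks were within 1 of it, with a largest difference of 0.989. The formula was found from these values, so this remains a hypothesis on how the table was made. The classes do not depend on S.

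JB1 had 4.02 control reads per informative read and BJ1 1.91, with the higher value in JB1 at 188 of 188 peaks. If the distance of the JF1 genome from the reference were behind this, through the alleles bound, peaks bound on B6 alone would not show it, but the ratio of JB1 to BJ1 was 2.05 at the B6-specific and 2.09 at the JF1-specific peaks. What differs between the libraries of the lines, such as the quality or number of reads, was not tested.

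ICR peaks were wider than the other tabulated peaks by 600 bp in BJ1 (medians, permutation test, two-sided, p = 1e-05, the smallest the resamples can give) and by 150 bp in JB1 (p = 0.293). The widest ZFP57 peak was at 30993901–31068600 of chromosome X in JB1 and at 19923601–19982250 of chromosome 8 in BJ1. The remaining peaks among the 10 with the smallest adjusted p in Fisher's exact test that the paper does not list as following the parental origin were *D6Wsu116e* (adjusted p = 0.0919), *2900041M22Rik* (0.0926), *Nhlrc1_1* (0.156) and *Ermp1* (0.199), and none of these passed the threshold.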
